# VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart

**DOI:** 10.1002/emmm.201303147

**Published:** 2014-01-21

**Authors:** Riikka Kivelä, Maija Bry, Marius R Robciuc, Markus Räsänen, Miia Taavitsainen, Johanna MU Silvola, Antti Saraste, Juha J Hulmi, Andrey Anisimov, Mikko I Mäyränpää, Jan H Lindeman, Lauri Eklund, Sanna Hellberg, Ruslan Hlushchuk, Zhen W Zhuang, Michael Simons, Valentin Djonov, Juhani Knuuti, Eero Mervaala, Kari Alitalo

**Keywords:** angiogenesis, endothelial cell, ischemia, metabolism, VEGF-B

## Abstract

Angiogenic growth factors have recently been linked to tissue metabolism. We have used genetic gain- and loss-of function models to elucidate the effects and mechanisms of action of vascular endothelial growth factor-B (VEGF-B) in the heart. A cardiomyocyte-specific VEGF-B transgene induced an expanded coronary arterial tree and reprogramming of cardiomyocyte metabolism. This was associated with protection against myocardial infarction and preservation of mitochondrial complex I function upon ischemia-reperfusion. VEGF-B increased VEGF signals via VEGF receptor-2 to activate Erk1/2, which resulted in vascular growth. Akt and mTORC1 pathways were upregulated and AMPK downregulated, readjusting cardiomyocyte metabolic pathways to favor glucose oxidation and macromolecular biosynthesis. However, contrasting with a previous theory, there was no difference in fatty acid uptake by the heart between the VEGF-B transgenic, gene-targeted or wildtype rats. Importantly, we also show that VEGF-B expression is reduced in human heart disease. Our data indicate that VEGF-B could be used to increase the coronary vasculature and to reprogram myocardial metabolism to improve cardiac function in ischemic heart disease.

**Subject Categories** Cardiovascular System; Metabolism

See also: **C Kupatt and R Hinkel** (March 2014)

## Introduction

Paracrine signaling between the major cell types in the heart (cardiomyocytes, endothelial and smooth muscle cells, and fibroblasts) is important for normal cardiac development and function, as well as for the remodeling and repair of damaged and diseased myocardium (Tirziu *et al*, 2010; Doroudgar ' Glembotski, 2011). In physiological and compensated hypertrophy, there is a coordinated regulation of cardiac growth, metabolism and coronary angiogenesis (Shiojima *et al*, 2005; Sano *et al*, 2007; Tirziu *et al*, 2007), but the responsible signals and mechanisms are not fully understood. Recently, a link between vascular endothelial growth factor (VEGF), VEGF-B and regulation of tissue metabolism has been established (Arany *et al*, 2008; Hagberg *et al*, 2010, 2012). A better understanding of the factors that regulate myocardial angiogenesis and metabolism could lead to the development of new therapies for the treatment of heart failure, which is one of the most common causes of morbidity and mortality in developed countries.

Members of the VEGF family, comprising five mammalian proteins, are major regulators of blood and lymphatic vessel development and growth (Lohela *et al*, 2009). Until recently, VEGF-B has been regarded as an exception in the family, as efforts to promote angiogenesis with VEGF-B have given largely negative results (Rissanen *et al*, 2003; Karpanen *et al*, 2008). VEGF-B is highly expressed in cardiomyocytes; however, mice lacking VEGF-B are viable and display mild cardiac phenotypes, such as a slightly smaller heart size and dysfunctional coronary vasculature in one strain (Bellomo *et al*, 2000) and a prolonged PQ interval in the electrocardiogram in another strain (Aase *et al*, 2001). On the other hand, an overdose of VEGF-B via adenoviral delivery into the myocardium transiently enlarged myocardial vessels (Lahteenvuo *et al*, 2009; Serpi *et al*, 2011), and ameliorated angiotensin II-induced diastolic dysfunction (Serpi *et al*, 2011), while transgenic (TG) overexpression of VEGF-B in the rat myocardium induced cardiac hypertrophy and growth of the epicardial and subendocardial coronary vessels (Bry *et al*, 2010). Furthermore, adeno-associated virus (AAV)-mediated administration of VEGF-B_167_ preserved cardiac contractility in rats after experimental myocardial infarction (Zentilin *et al*, 2010), as well as in dogs subjected to tachypacing-induced dilated cardiomyopathy (Pepe *et al*, 2010). Interestingly, placenta growth factor (PlGF), which binds to the same receptors as VEGF-B, was recently shown to induce myocardial angiogenesis and cardiac hypertrophy through an NO-dependent mechanism via the Akt/mTORC1 pathway (Jaba *et al*, 2013). However, in another report, PlGF only secondarily supported pressure-overload induced cardiac hypertrophy through a paracrine mechanism via endothelial cells and fibroblasts (Accornero *et al*, 2011).

Interestingly, VEGF-B and mitochondrial gene expression are coordinately regulated (Mootha *et al*, 2003; Hagberg *et al*, 2010), and endogenous VEGF-B levels are highest in tissues with high metabolic activity, such as the heart, skeletal muscle and brown adipose tissue (Olofsson *et al*, 1996; Aase *et al*, 1999). The absence of VEGF-B was reported to lead to decreased expression of fatty acid (FA) transport proteins (Fatp3 and Fatp4) in endothelial cells, which correlated with decreased lipid droplets in cardiomyocytes and skeletal muscle fibers (Hagberg *et al*, 2010), and improved insulin sensitivity in diabetic models (Hagberg *et al*, 2012).

We show here that VEGF-B increases functional coronary vasculature, reprograms cardiomyocyte metabolic pathways and protects the rat heart from ischemic damage. In addition, we show that the expression of VEGF-B is decreased in human heart disease. However, in contrast to recent studies using VEGF-B deleted mice, fatty acid uptake was not significantly changed in VEGF-B deficient or VEGF-B overexpressing rats. Overall, our results indicate that VEGF-B has therapeutic potential, as the cardiac hypertrophy induced by VEGF-B does not progress into pathological cardiac remodeling or heart failure even in aged rats, and the VEGF-B induced hypertrophic and metabolic changes are beneficial in myocardial ischemia.

## Results

### VEGF-B TG rats have a significantly enhanced functional coronary vasculature

To study the effects of VEGF-B on the entire coronary arterial tree, coronary arteries were filled *ex vivo* with a contrast agent and analyzed with high-resolution micro-computed tomography (μCT). This revealed a striking increase in arteries of all sizes in the VEGF-B TG hearts when compared to wildtype (WT) controls (Fig 1A and C). The increase was about two-fold in arteries of <100 μm diameter, whereas in the larger vessels (>150 μm), the increase was more than five-fold. Since the increase in cardiomyocyte size and heart weight was about 20–30% (Bry *et al*, 2010), this indicated an increased arteriole/cardiomyocyte-ratio. In addition, transmission electron microscopy revealed capillaries with increased diameter in the TG hearts (Fig 1B and D), and scanning electron microscopy confirmed the presence of large vessels in the subendocardium (Fig 1E).

**Figure 1:**
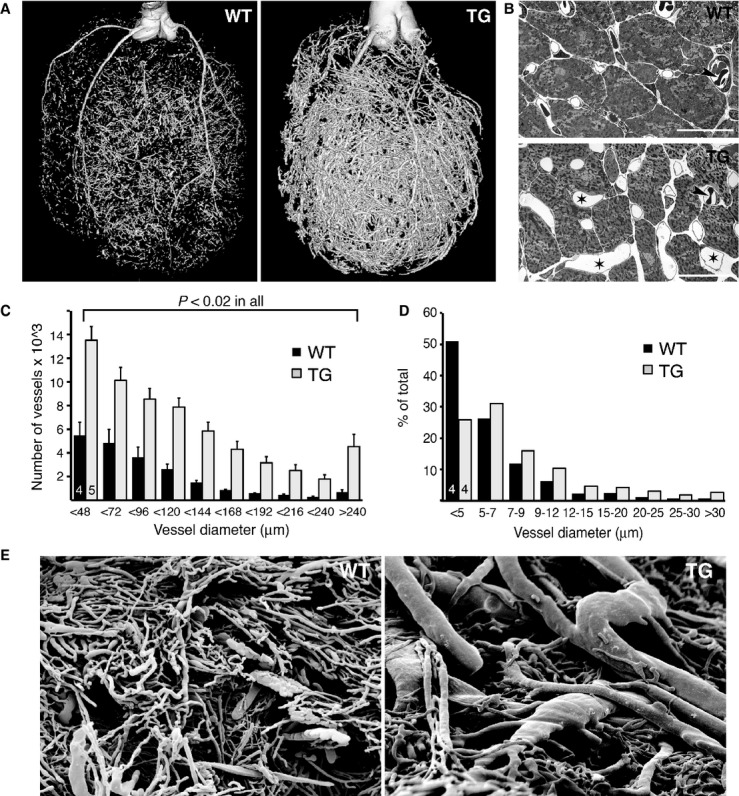
Increased coronary vasculature in aMHC-VEGF-B TG rats.
Representative arterial μCT images of WT and TG hearts at 3 months of age.Transmission electron micrographs (TEM) of WT and TG hearts. TG rats had numerous large capillaries and microvessels (asterisks). Arrowheads indicate erythrocytes of the same size in both groups. Scale bars = 20 μm.Quantification of the number of vessels of various sizes from two-dimensional transverse μCT images.Quantification of the relative percentages of subendocardial capillaries of different sizes from the TEM images. The number of rats used is shown in the columns.Scanning electron microscopic images of vascular casting. Note several large vessels in the subendocardium of the VEGF-B TG hearts. Data information: Data are shown as mean ± s.e.m. (Student's *t*-test). This figure is accompanied by supplementary Fig 1.

### The cardiac hypertrophy is physiological even in old VEGF-B TG rats

The TG rats showed more arterialized vessels in the heart (Supplementary Fig 1A), and an increased heart-to-body weight ratio compared to WT rats already at postnatal day 8 (7.9 ± 0.6 TG versus 4.7 ± 0.1 mg/g WT, *P *=* *0.00001). The increased heart-to-body weight ratio was maintained in 2-month-old as well as in aged 22-month-old rats (*P *=* *0.001) (supplementary Fig 1B). Echocardiography revealed that the ejection fraction and fractional shortening were maintained in the old TG rats, and the stroke volume was increased (supplementary Table 1). Maximal exercise capacity did not differ significantly between the TG and WT rats (471 ± 88 versus 412 ± 83 m, respectively), and there were no differences in maximal oxygen uptake or carbon dioxide production (supplementary Fig 1C and D). The amount of connective tissue was also similar in the WT and TG rats at the respective time points (supplementary Fig 1E).

To further determine the nature of the VEGF-B induced hypertrophy, we analyzed the expression of genes associated with pathological remodeling. There were no differences between the genotypes in *Anp*, *Bnp*, *Myh6*, *Myh7* or *ActA* gene expression, or in the *Myh7/Myh6* ratio (supplementary Fig 1F), confirming that the hypertrophy was physiological rather than pathological. Among exercise-induced transcription factors associated with hypertrophy (Bostrom *et al*, 2010), only the RNA encoding CyclinD1 (*Ccnd1)* was significantly upregulated in the TG rats (*P *=* *0.006) (supplementary Fig 1G).

### VEGF-B TG hearts are protected from ischemic damage

To study whether the increased vasculature seen in the VEGF-B TG rats was functional and could provide protection from ischemic myocardial damage, TG and WT rats were subjected to experimental myocardial infarction (MI). Echocardiography was performed before ligation of the left coronary artery as well as 1 and 4 weeks after the MI. The decrease in the ejection fraction and fractional shortening as well as the increase in left ventricular systolic and diastolic diameters as a result of the MI were markedly less severe in the TG rats when compared to their WT controls both 1 and 4 weeks after the MI (supplementary Fig 2A–C, *P* = 0.0001–0.02).

Positron emission tomography (PET) using 11C-acetate perfusion showed a significantly smaller infarct region in the TG hearts 4 weeks after the MI (*P *=* *0.0001, Fig 2A and B), while the non-infarcted TG myocardium consumed less oxygen than the WT myocardium (*P = *0.02) (Fig 2C). Furthermore, the TG hearts showed a better perfusion of the non-infarcted septum (*P *=* *0.04, Fig 2D), and a better residual perfusion of the infarcted and border areas (*P *=* *0.006, Fig 2E).

**Figure 2:**
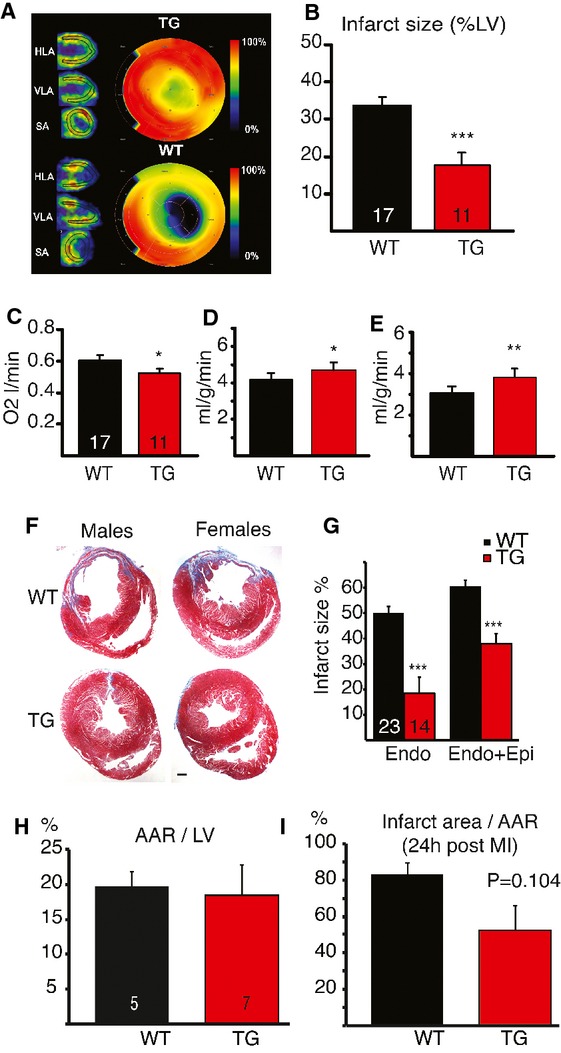
Infarct size and cardiac perfusion in VEGF-B TG and WT rats. A  Representative PET images and polar maps of the left ventricle (LV) myocardial perfusion using 11C-acetate 4 weeks after the MI (***P = 0.0001). B  Quantification of the MI size in 11C-acetate PET perfusion images. C  Oxygen consumption measured by 11C-acetate PET in the non-infarcted myocardium (*P = 0.016) D  Perfusion in non-infarcted myocardium (*P = 0.046) E  Residual perfusion in infarcted and border areas (**P = 0.006). F  Masson's trichrome staining of heart sections 4 weeks after the MI. G  Quantification of scar tissue area in the endocardial side (***P = 6.1 × 10^−6^) or epicardial plus endocardial sides (***P = 7.5 × 10^−6^). H, I  (H) Area-at-risk (AAR) and (I) infarct area in relation to AAR were evaluated by Evans blue perfusion and TTC staining 24 h after MI. The number of rats used is shown in the columns. Data information: Data are shown as mean ± s.e.m. (Student's *t*-test). This figure is accompanied by supplementary Fig 2.

Post mortem and histological analysis of the hearts confirmed that the infarct and scar tissue areas were smaller in the VEGF-B TG hearts (Fig 2F and G). The remote myocardium in the TG hearts had an increased total arterial area and larger capillaries than the WT hearts (supplementary Fig 2D–H), similarly to what was observed in non-infarcted hearts. The scar tissue in the infarcted TG hearts also had fewer myofibroblasts than in the WT hearts (supplementary Fig 2I and J). In line with the perfusion data, the TG rat hearts also had more arteries in the border areas of the infarction scars (13.2 ± 1.8 versus 8.2 ± 0.8 arteries/field, *P *=* *0.013).

### VEGF-B protects cardiomyocyte mitochondria from ischemia/reperfusion injury

Since the coronary vasculature was enhanced in the VEGF-B TG hearts, we assessed the myocardial area-at-risk (AAR) upon coronary artery ligation as well as the infarct areas 24 h after the MI. The AAR was comparable in the WT and TG hearts, but there was a trend towards smaller scars in TG hearts already 24 h after ligation (Fig 2H and I). Thus, although the initial ischemic insults were comparable in size, the TG cardiomyocytes were better protected from ischemic damage. There were no differences in the inflammatory response in the infarct/border area 24 h or 4 weeks after the MI, but in the remote myocardium expression of CD68 (macrophages) was significantly higher in TG rats 4 weeks after the MI (2.8–fold upregulation, *P *=* *0.0003).

To assess the potential protective mechanism of VEGF-B in cardiomyocytes, we performed an ischemia/reperfusion (I/R) experiment, which mimics therapeutic reperfusion in human patients. The hearts were subjected to ischemia by ligating the left anterior descending (LAD) coronary artery for 30 min, followed by reperfusion for 2 h. Mitochondrial function was analyzed from the ischemic areas using carbohydrate and FA substrates. Mitochondrial respiratory chain complex I activity was significantly better maintained in the TG hearts using both carbohydrates and FAs, providing strong evidence that VEGF-B protected cardiomyocyte mitochondria during the I/R stress (Fig. 3). In basal conditions, there were no differences in mitochondrial function between the WT and TG hearts.

**Figure 3:**
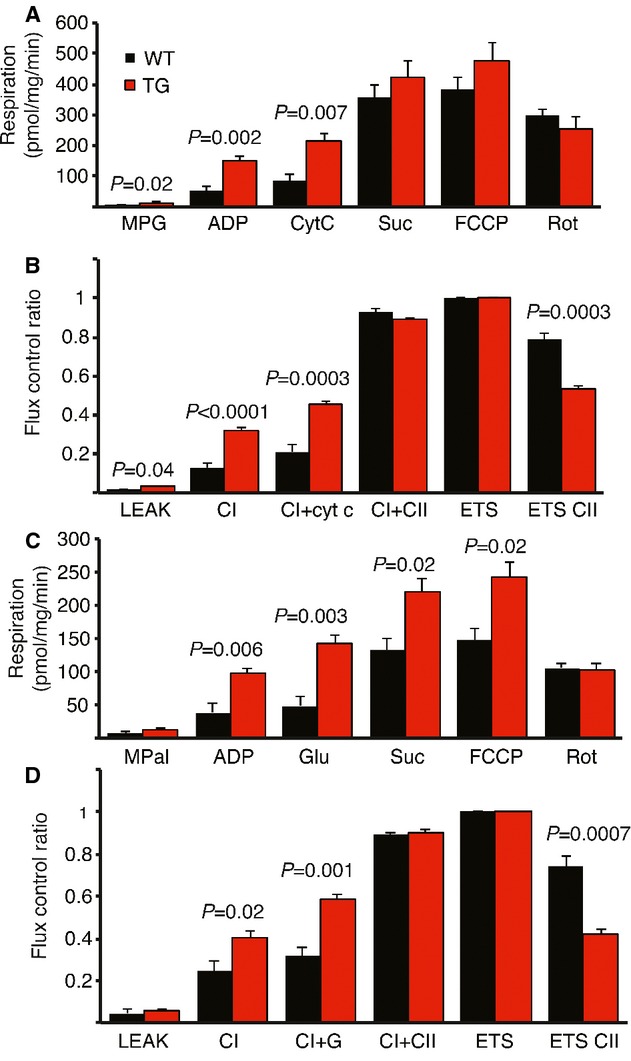
Mitochondrial complex I function is maintained in TG hearts after ischemia/reperfusion.
Mitochondrial respiration with carbohydrate substrates.Flux control ratios normalized for physiological non-coupled respiration (ETS) with carbohydrates.Mitochondrial respiration with palmitoylcarnitine as a substrate.Flux control ratios with palmitoylcarnitine. Data information: Data are shown as mean ± s.e.m. (Student's *t*-test), *N* = 4 WT + 5 TG. (MPG = malate, pyruvate, glutamate; CytC = cytochrome C; Suc = succinate; FCCP = carbonilcyanide p-triflouromethoxyphenylhydrazone; Rot = rotenone; MPal = malate, palmitoylcarnitine; Glu = glutamate; CI/II = complex I/II; ETS = electron transfer system).

### VEGF-B deficient rats have normal vasculature in the heart

In order to study the effects of VEGF-B deficiency in rats, we generated a VEGF-B knockout (KO) rat model. The construct and verification of the model is presented in supplementary Fig 3. There was no difference in the body weight or weight of the heart, lung, liver, kidney, epididymal fat pads or interscapular brown adipose tissue between WT and KO rats at 8 weeks of age. Furthermore, the capillary diameter (6.1 ± 0.1 versus 6.3 ± 0.2 μm), capillary density (1313 ± 34 versus 1224 ± 35 capillaries/field) and average arterial size (87 ± 6 versus 85 ± 7 μm^2^) and number (5.7 ± 0.6 versus 6.2 ± 1.0 arteries/field) were similar between the WT and KO hearts. The KO rats and controls were also subjected to MI, where no differences in cardiac function could be seen during a 16-week follow-up. Interestingly however, in histochemical analyses 16 weeks post-MI, the two-dimensional infarct size was significantly larger in KO compared to WT rats (43.4 ± 3.6% of endocardial length in KO versus 23.8 ± 4.8% in WT, *P *=* *0.004 and 58.7 ± 3.5% of epi- and endocardial length in KO versus 36.3 ± 3.6% in WT, *P *=* *0.0005), suggesting mild dysfunction of the vasculature in KO rat hearts in this pathological setting.

### AAV-VEGF-B administration mimics the effects of the VEGF-B transgene

To address the therapeutic potential of VEGF-B, we analyzed if the phenotype of the VEGF-B TG hearts is reproducible via AAV-gene transfer to adult rats. We confirmed VEGF-B expression in the heart by immunofluorescence staining and western blotting after AAV-VEGF-B administration via a tail vein (Fig 4A). A significantly increased heart-to-body weight ratio was observed when the vector was expressed for 2 months in female rats or 4 months in male rats (Fig 4C). As in the TG hearts, the AAV-VEGF-B transduced hearts also had larger capillaries and a maintained capillary-to-cardiomyocyte ratio (Fig 4B, D and E). Importantly, μCT imaging confirmed an approximately 2.5-fold increase in the number of coronary arteries of 100–240 μm in diameter in AAV-VEGF-B hearts compared to AAV-human serum albumin (HSA) hearts (Fig 4F).

**Figure 4:**
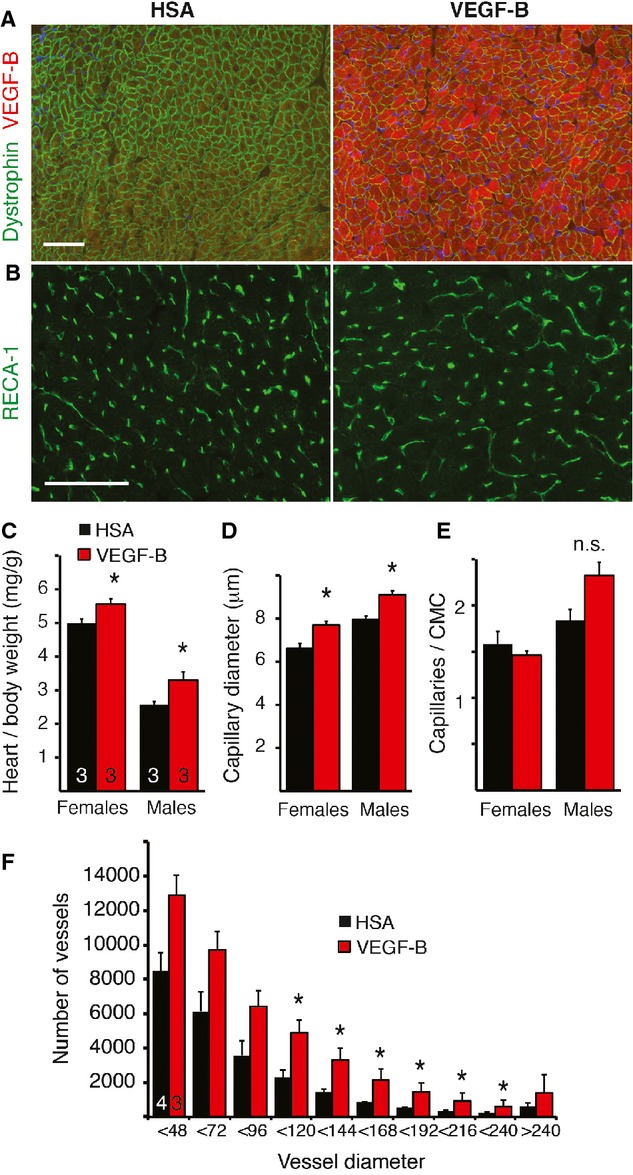
AAV-VEGF-B induces cardiac hypertrophy and increased capillary size and number of arteries in adult rats. A Immunofluorescence staining of VEGF-B in the myocardium 2 months after systemic administration of AAV-VEGF-B. B Representative images of RECA-1 staining for endothelial cells. C Quantification of heart-to-body weight ratios two (females, *P = 0.046) and four (males, *P = 0.043) months after the treatment. D, E Quantification of the capillary size (females *P = 0.0016, males *P = 0.033) and density (CMC, cardiomyocyte; n.s., not significant; *P* = 0.06). F Quantification of μCT analysis of the arterial tree in AAV-VEGF-B treated and control hearts, *P < 0.05. Data information: Data are shown as mean ± s.e.m. (Student's *t*-test). Scale bars = 100 μm.

Quantification of leukocytes by CD45-immunostaining (21.6 ± 5.2 cells/field in AAV-VEGF-B versus 19.0 ± 4.4 cells/field in AAV-HSA hearts, *P = *0.84) or ED-1 -positive macrophages (*P = *0.86) did not reveal increased inflammatory cells in AAV-VEGF-B hearts. Furthermore, AAV-VEGF-B and AAV-HSA injected rats showed no differences in a spectrum of clinical serum parameters including blood electrolytes, glucose, lipoproteins or liver enzymes.

### Upregulation of blood vasculature development pathways in VEGF-B overexpressing hearts

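RNA from the left ventricles of 12 Wistar rats was hybridised to a genome-wide rat bead array (Illumina RatRef BeadChip), with 1 array and 1 colour per heart. An adeno-associated virus (AAV) vector carrying human VEGF-B had been injected into the tail vein of 6 rats, and the same kind of vector carrying human serum albumin (HSA), a secreted control protein, into the other 6. Each group held 3 females sampled after 2 months of expression and 3 males sampled after 4 months, and the injection had been repeated in the males, so sex, duration and the repeated injection cannot be told apart. The rat Vegfb probe was above background on all 12 arrays. Its normalized log2 signal was 9.40 ± 0.16 (SD, n = 6) in AAV-VEGF-B hearts and 9.63 ± 0.21 (SD, n = 6) in AAV-HSA hearts, a log2 change of -0.24 (SE 0.10) that did not pass the test (limma, adjusted p = 0.22). The vector carries the human coding sequence, so the level of this rat probe does not check the labels, and no probe on the array was named Alb. The authors' table held for each of 22517 probes a signal intensity without normalization and a detection p-value. The median signal of an array lay between 152 and 179.6, and 8827 to 9489 probes in AAV-HSA hearts and 9194 to 9800 in AAV-VEGF-B hearts had a detection p under 0.05. The signals were background-corrected with the detection p-values, quantile normalized and taken to log2 with an offset of 16. The 10281 probes with a detection p under 0.05 on at least 3 arrays were compared between the vectors with limma, and p-values were adjusted by Benjamini-Hochberg. Of these probes 7560 carried a gene symbol, for 7437 genes, and a gene with several probes was given by the brightest. The paper's methods name quantile normalization, empirical Bayes statistics and an adjusted p under 0.05; its text does not name a background correction or a filter on dim probes.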

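In AAV-VEGF-B hearts 429 probes were higher and 106 were lower than in AAV-HSA hearts at an adjusted p under 0.05 (limma, n = 6 hearts per group), which amounts to 358 named genes higher and 82 lower. The largest rises among genes of known symbol included Pcdh17, a protocadherin (2.83-fold, SE 0.18 on the log2 scale, adjusted p = 0.00031), Lcn2, the secreted siderophore-binding protein lipocalin-2 (log2 change 1.32, SE 0.13, adjusted p = 8.5e-05), Sgk1, a serum- and glucocorticoid-induced kinase (1.29, SE 0.11, adjusted p = 3.5e-05), and Nes, the intermediate filament protein nestin (1.27, SE 0.18, adjusted p = 0.00063). For each of these 4 genes, all 6 AAV-VEGF-B hearts lay above all 6 AAV-HSA hearts, as they did for Car4, a membrane-bound carbonic anhydrase (0.94, SE 0.08). The protein disulfide isomerase Pdia2 had the largest log2 rise of the called probes, 1.70, with a wider error (SE 0.37, adjusted p = 0.013) and 5 of 6 AAV-VEGF-B hearts above all AAV-HSA hearts, and Ddit4, an inhibitor of mTORC1, rose by 1.02 (SE 0.20, adjusted p = 0.0082). Gzmc, a granzyme of cytotoxic lymphocytes, was above background in 5 of 6 AAV-HSA hearts and in 0 of 6 AAV-VEGF-B hearts and was at least 1.47-fold higher in AAV-HSA hearts (adjusted p = 0.00072), where the bound sets the bright group's mean against the lowest signal above background on each array. Other falls were those of Hpdl (-0.69, SE 0.11), the glycerol channel Aqp7 (-0.65, SE 0.13) and the mitochondrial dienoyl-CoA reductase Decr1 (-0.60, SE 0.14). Most changes were small: the median absolute log2 change of the called probes was 0.49, 14 of them were more than 2-fold higher and 0 more than 2-fold lower.

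**Figure D1:**
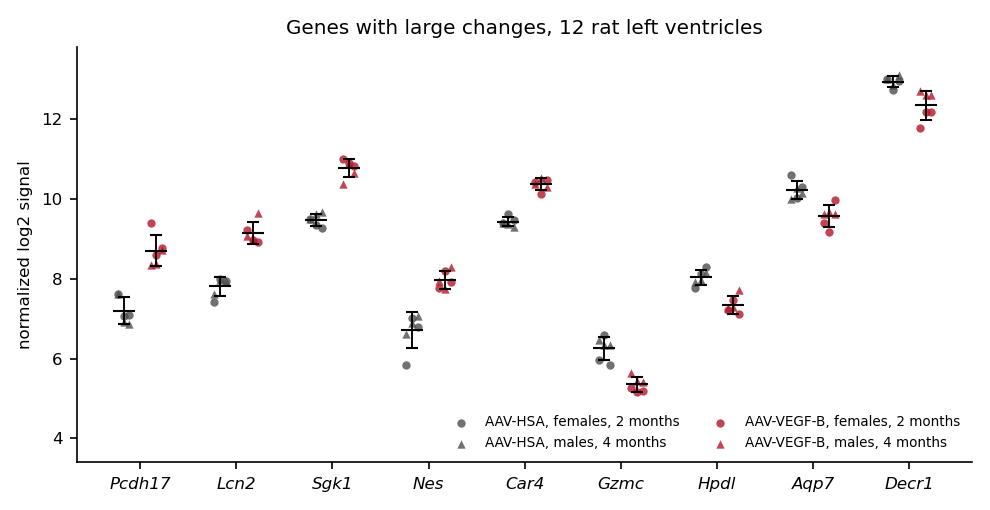
Normalized log2 signal of 9 genes in each of the 12 hearts; circles are females after 2 months, triangles males after 4 months, and bars give the mean ± SD of 6 hearts. Of these genes, Pcdh17, Lcn2, Sgk1, Nes and Car4 are higher and Gzmc, Hpdl, Aqp7 and Decr1 lower with AAV-VEGF-B, with all 6 hearts of one vector apart from all 6 of the other.

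In females after 2 months 260 probes were higher and 81 lower, and in males after 4 months 77 were higher and 4 lower. The 60 probes called in both had the same direction in both, and all 535 probes called over the 12 hearts had the same sign in the females and in the males. In this balanced design the change over all hearts is the mean of the females' and the males' change. A probe with opposite signs could therefore hardly be called, and the shared sign of the 535 is not separate evidence. Between the strata 0 probes differed by limma's interaction test (542 at an unadjusted p under 0.05). The number of lower probes ranged from 15 with median scaling, where 872 were higher, to 180 with the stratum as a block. Without AAV-VEGF-B replicate 1 it was 50 over all hearts and the females' count of changed probes was 82, and without AAV-HSA replicate 3 it was 65 and the males' count was 7.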

Genome-wide RNA microarray analysis identified 244 significantly upregulated and 40 downregulated genes, which were found in both VEGF-B TG and AAV-VEGF-B hearts (supplementary Table 2). Functional clustering revealed that the most significantly upregulated gene ontologies were related to blood vessel growth and angiogenesis, which supports the observed vascular phenotype of the rats (Fig 5A and supplementary Table 3). Furthermore, the Notch signaling pathway and transcripts involved in the regulation of calcium transport and actin binding were upregulated in the TG and AAV-VEGF-B hearts (Fig 5B).

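Genes of vessel formation rose together in AAV-VEGF-B hearts. Of 42 tested genes of angiogenesis and blood vessel development, 21 were higher, 0 were lower and 21 did not pass the test (limma; 29 were higher and 2 lower at an unadjusted p under 0.05, and 28 were higher and 2 lower when adjusted over the list alone). They included Col4a1, a collagen of the vascular basement membrane (log2 change 0.80, SE 0.10), the endothelial receptor tyrosine kinase Tie1 (0.72, SE 0.10), Hhex, a homeobox transcription factor of blood and endothelial progenitors (0.69, SE 0.08), and Ccnd1, cyclin D1 (0.71, SE 0.10), each with all 6 AAV-VEGF-B hearts above all 6 AAV-HSA hearts. The following ligands and receptors of the VEGF family did not pass: Vegfa changed by -0.33 (SE 0.10, adjusted p = 0.061, but 0.027 without background correction and 0.031 without AAV-VEGF-B replicate 5), the VEGFR-1 gene Flt1 by 0.08 (SE 0.09, adjusted p = 0.70) and Nrp1 by 0.17 (SE 0.12, adjusted p = 0.44). Vegfa was called lower under 9 of 25 alternative fits. The Flt1 probe was dim, with mean log2 signals of 5.99 with AAV-VEGF-B and 5.91 with AAV-HSA, and above background on 5 of 6 AAV-VEGF-B arrays. Its small change therefore says little of VEGFR-1, and no probe was named Kdr. Markers of endothelial cells moved with this group: 10 of 17 were higher and 0 lower (11 and 1 at an unadjusted p under 0.05, and 11 and 0 adjusted over the list alone), among them Emcn, endomucin (0.71, SE 0.09), the adhesion G protein-coupled receptor Adgrl4 (0.73, SE 0.10) and Icam2 (0.57, SE 0.08), whereas Vwf changed by 0.05 (SE 0.15, adjusted p = 0.89) and Cldn5 by -0.11. Some genes, such as Tie1, are in both lists, and 35 of the 42 angiogenesis genes are not endothelial markers. The rises of these lists are therefore in part the same probes. Of 9 markers of smooth muscle and pericytes, 5 were higher and 0 lower (6 and 0 at an unadjusted p under 0.05, and 6 and 0 adjusted over the list alone), among them Mcam (1.00, SE 0.17), Higd1b (0.61, SE 0.09) and the proteoglycan Cspg4 (0.49, SE 0.09). Of 19 fibroblast and matrix markers 2 were higher and 0 lower (4 and 3 at an unadjusted p under 0.05, and 3 and 1 adjusted over the list alone). These were Col5a2 and Fstl1, and both calls were lost without AAV-VEGF-B replicate 1 (adjusted p = 0.070 and 0.073) and without most of the other arrays. Of 5 lymphatic endothelial markers 0 passed by limma (1 higher at an unadjusted p under 0.05, and 0 adjusted over the list alone), and 1 with median scaling.

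**Figure D2:**
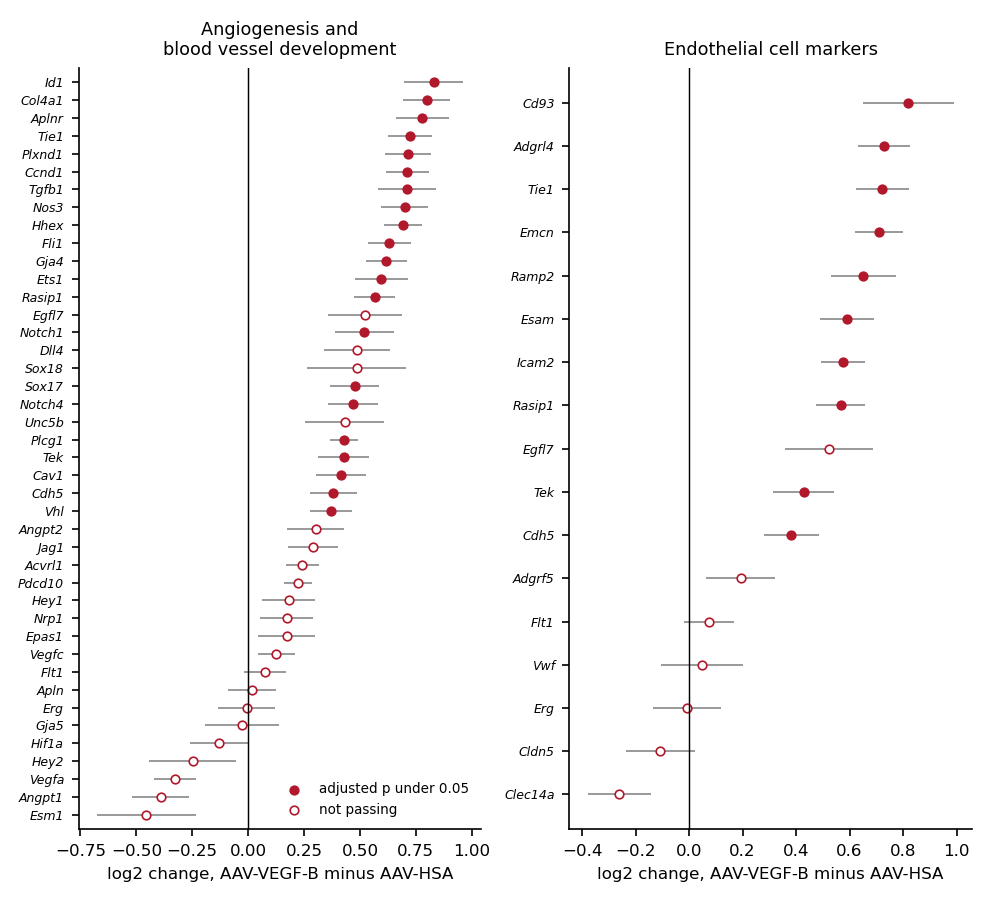
Log2 change (AAV-VEGF-B minus AAV-HSA, 6 hearts each) of each tested gene of the angiogenesis list and of the endothelial marker list; bars give the standard error and filled points an adjusted p under 0.05. Most genes lie to the right of 0, with medians of 0.43 and 0.52. Some genes, such as Tie1, are in both lists.

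As a group the angiogenesis genes were higher than the other genes (camera in limma, adjusted p = 1.7e-15, and adjusted p = 0.012 with an estimated correlation), as were the endothelial markers (adjusted p = 4.0e-09, and 0.012 with an estimated correlation) and the smooth muscle and pericyte markers (1.9e-05 and 0.031). The fibroblast list (adjusted p = 0.41) and the lymphatic list (0.42) were not. The median change of the angiogenesis genes was 0.47 in females and 0.34 in males. From the place of vessel growth terms at the head of the upregulated ontologies, the paper reasons that the expression data bear out the vascular phenotype of the rats.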

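Both Notch receptors of Fig 5B were higher on the arrays of AAV-VEGF-B hearts, and both ligands were above the AAV-HSA mean without passing the test. Notch1 had a log2 change of 0.52 (SE 0.13, adjusted p = 0.032 by limma) and Notch4, the endothelial Notch receptor, one of 0.47 (SE 0.11, adjusted p = 0.021). In each case 5 of 6 AAV-VEGF-B hearts lay above all 6 AAV-HSA hearts. Dll4, the ligand of arterial and sprouting endothelium, changed by 0.49 (SE 0.15, adjusted p = 0.071) and Jag1 by 0.29 (SE 0.11, adjusted p = 0.14). Taken one gene at a time, exact two-sided permutation tests over the 12 hearts gave p = 0.0065 for Notch1, 0.0043 for Notch4, 0.019 for Dll4 and 0.035 for Jag1, and adjusted over these 4 genes they were 0.013, 0.013, 0.026 and 0.035. Mfng, a glycosyltransferase that modifies Notch receptors, was also higher (0.56, SE 0.13, adjusted p = 0.018). Of 15 tested Notch pathway genes, 3 were higher, 0 lower and 12 did not pass the test (limma; 5 higher and 0 lower at an unadjusted p under 0.05, and 4 higher when adjusted over the list alone), and the target genes Hes1 and Hey1 changed by 0.06 and 0.18.

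**Figure D3:**
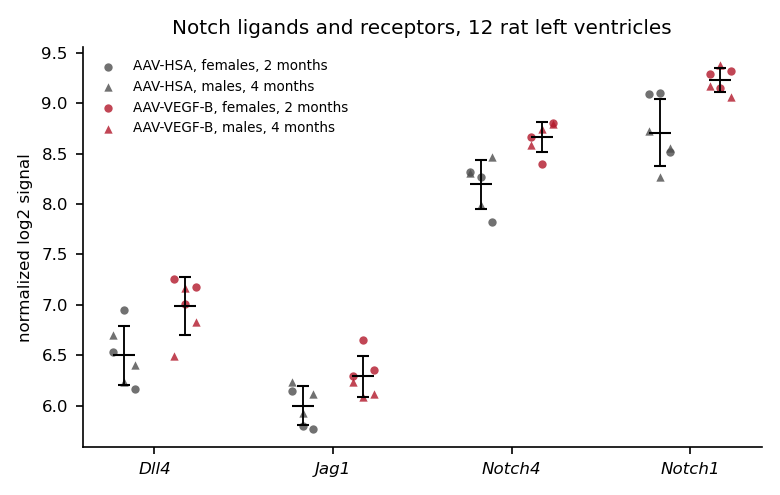
Normalized log2 signal of Dll4, Jag1, Notch4 and Notch1 in each of the 12 hearts; circles are females after 2 months, triangles males after 4 months, and bars give the mean ± SD of 6 hearts. The AAV-VEGF-B means lie above the AAV-HSA means by 0.49, 0.29, 0.47 and 0.52.

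As a group the 15 genes were higher than the other genes by camera (adjusted p = 0.0057), but not with an estimated correlation (adjusted p = 0.12 with an estimated correlation). Notch1, Notch4, Dll4, Jag1 and Hey1 are also in the angiogenesis list, so these rises are not separate from those of that list. Without AAV-HSA replicate 3 neither Notch1 (adjusted p = 0.061) nor Notch4 (0.052) passed. Notch1 also did not pass without AAV-VEGF-B replicate 1 (0.067), 4 (0.069) or 5 (0.064) or AAV-HSA replicate 1 (0.051), 5 (0.061) or 6 (0.071) or with no filter on dim probes (0.056). Dll4 passed without AAV-VEGF-B replicate 2 (0.022) or AAV-HSA replicate 4 (0.031) and with median scaling (0.016).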

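Of 42 tested genes of actin binding and the actin cytoskeleton, 15 were higher, 1 was lower and 26 did not pass the test (22 higher and 2 lower when adjusted over the list alone). The lower one was Coro6, a coronin named here after its value was seen; 0 were lower by limma with median scaling (0 at an unadjusted p under 0.05), or with any of AAV-HSA replicates 1 to 4 or AAV-VEGF-B replicates 3 to 6 left out (2 or 3 at an unadjusted p under 0.05). The largest rise was that of Marcksl1, an actin-bundling membrane protein (log2 change 0.95, SE 0.08, adjusted p = 3.5e-05 by limma). The tropomyosins Tpm3 (0.69, SE 0.09) and Tpm4 (0.59, SE 0.09) and the crosslinker filamin A, Flna (0.58, SE 0.08), were also higher, although another, dimmer Tpm3 probe did not pass (0.19, SE 0.09, adjusted p = 0.25). The list was higher as a group (camera, adjusted p = 2.2e-09, and adjusted p = 0.028 with an estimated correlation), with a median change of 0.27. Of 35 tested genes of calcium handling and transport, 10 were higher, 0 lower and 25 did not pass (limma; 12 higher and 3 lower at an unadjusted p under 0.05, and 12 higher and 1 lower when adjusted over the list alone). Those with the smallest p were F2r, a thrombin receptor (0.79, SE 0.11), the adenosine receptor gene Adora2a (0.91, SE 0.13), phospholipase C gamma Plcg1 (0.43, SE 0.06) and endothelial nitric oxide synthase Nos3 (0.70, SE 0.11), which act in receptor signaling. The other 6 called, named here after their values were seen, were Cacnb3, Bak1, Gem, Fkbp1a, Atp2a3 and Cav1, and the 1 lower when adjusted over the list alone was Cacna1c, a calcium channel subunit (-0.30, SE 0.11). Plcg1, Nos3 and Cav1 are also in the angiogenesis list, so the rises of the 2 lists are not separate. The list's median change was -0.004 and its mean 0.10, which differ in sign, and with median scaling the median was 0.15. Camera called it higher with adjusted p = 0.035, but not with an estimated correlation (adjusted p = 0.065 with an estimated correlation). The call of the calcium list was also lost with median scaling (adjusted p = 0.14), with the stratum as a block (0.052), and without AAV-HSA replicate 1 (0.054), AAV-VEGF-B replicate 3 (0.055) or AAV-VEGF-B replicate 5 (0.051). Of the tested genes, 13 in the actin list and 10 in the calcium list are also among the study's upregulated genes of Table S2, which were chosen in part on these hearts.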

**Figure 5:**
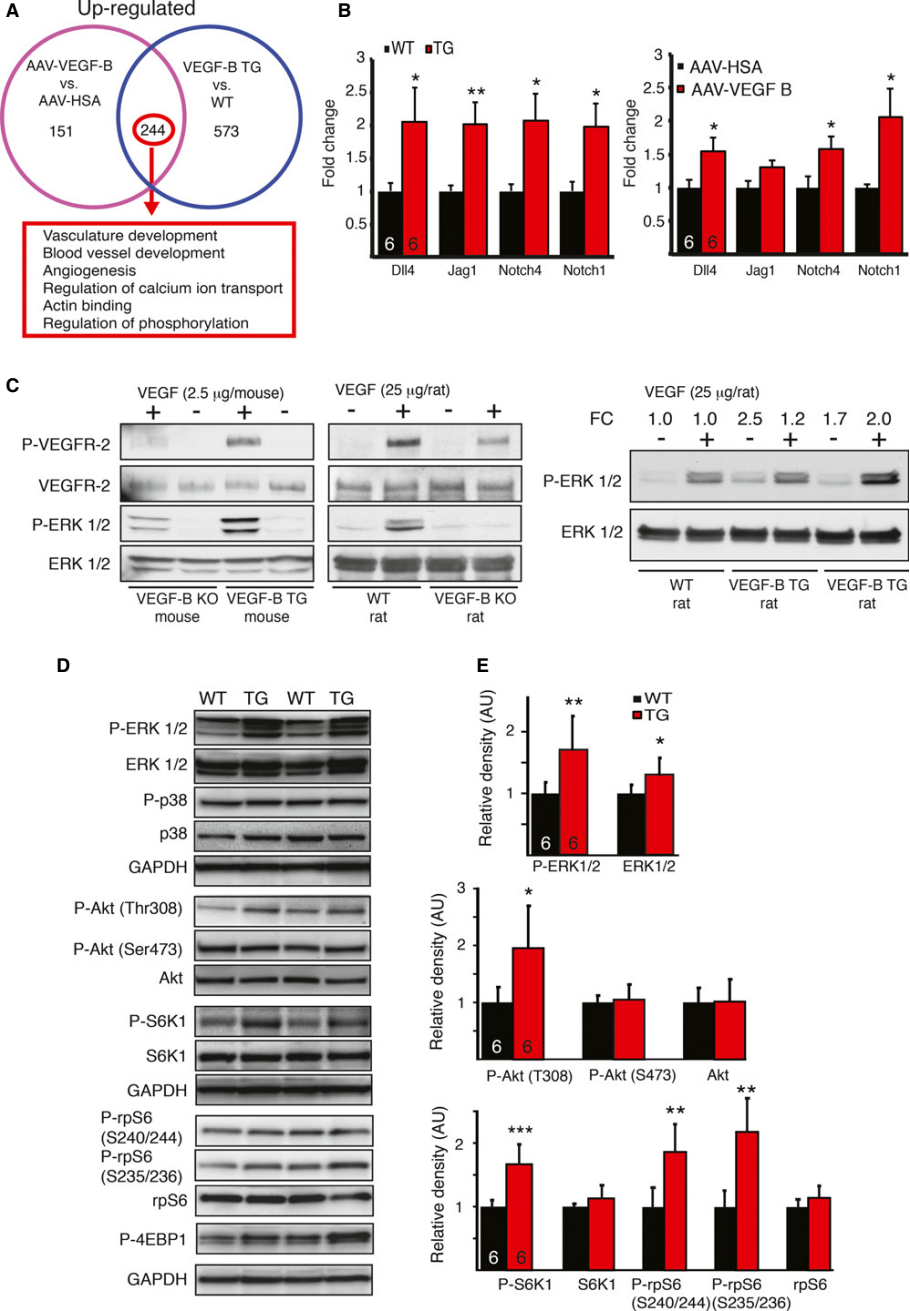
VEGF-B induces angiogenic gene expression and Erk1/2/Akt/mTORC1 signaling by potentiating the effects of VEGF.
Venn-diagram and functional clustering of genes upregulated by VEGF-B (*N* = 6 + 6 in both experiments).mRNA expression of genes involved in the Notch signaling pathway. TG versus WT Dll4 *P = 0.046, Jag1 **P = 0.009, Notch4 *P = 0.017, Notch1 *P = 0.016; AAV-VEGF-B versus AAV-HSA Dll4 *P = 0.033, Jag1 *P* = 0.14, Notch4 *P = 0.031, Notch1 *P = 0.037.*In vivo* -signal transduction 10 min after i.v. injection of VEGF to VEGF-B KO and TG mouse hearts and to VEGF-B KO, TG and WT rat hearts. VEGF induced phosphorylation of VEGFR-2 and Erk1/2; however the effect was stronger in VEGF-B TG mice than VEGF-B KO mice and in WT rat than in KO rats. A stronger effect was also seen in TG rats compared to WT rats. FC = fold-change.Representative immunoblots of cardiac protein extracts probed with antibodies against phosphorylated and total Erk1/2, p38, Akt, S6K1, rpS6 and P-4EBP1.Densitometric quantification of the blots. All signals were normalized to total protein (AU: arbitrary units) and the exact p-values are reported in the text. *P < 0.05, **P < 0.01, ***P < 0.001. Data information: Data are shown as mean ± s.e.m. The number of hearts analyzed is indicated in the bars (Student's t-test). This figure is accompanied by supplementary Figs 3 and 4.

### VEGF-B increases VEGF–VEGFR-2 signal transduction in the heart

In order to explore the mechanistic basis for the VEGF-B signals, we stimulated VEGF-B KO and TG mouse hearts with VEGF_165_ protein via tail vein injection. We detected increased VEGFR-2 and Erk1/2 phosphorylation in the VEGF-B TG hearts when compared to the VEGF-B KO hearts after 10 min of VEGF stimulation (Fig 5C and supplementary Fig 4A), suggesting that an excess of VEGF-B in the heart allowed more VEGF to bind to and activate VEGFR-2. We furthermore confirmed that VEGF stimulated more Erk1/2 phosphorylation in the TG compared to WT and in WT compared to KO rat hearts (Fig 5C).

### VEGF-B induces activation of Erk1/2, Akt, and mTORC1 pathways

The downstream signaling of VEGF-B has not previously been studied in detail. Protein homogenates from the left ventricle of the TG rat hearts were analyzed for major growth factor signal transduction pathways (Fig 5D and E). Overexpression of VEGF-B induced strong Erk1/2 (Thr^202^/Tyr^204^) phosphorylation (*P *=* *0.0097), whereas no change was observed in p38 Thr^180^/Tyr^182^ or Akt Ser^473^ phosphorylation. However, phosphorylation of Akt at Thr^308^ (*P *=* *0.02) and of the downstream components of the mTORC1 pathway S6K1 (Thr^389^) (*P *=* *0.0004) and rpS6 (Ser^240/244^ and Ser^235/236^) (*P *=* *0.002 and 0.001) were significantly increased in the VEGF-B TG hearts. Phosphorylation of Akt at Ser^473^ and at Thr^308^ is considered to reflect the activation of mTORC2 and mTORC1, respectively (Shiojima ' Walsh, 2006). There was also a trend towards increased 4EBP1 phosphorylation (*P *=* *0.06) in the TG hearts. Immunohistochemistry further showed strong phosphorylation of rpS6 in arterial smooth muscle cells in the TG hearts, and a somewhat increased signal in the capillary endothelium and in the cardiomyocytes (supplementary Fig 4C). These results indicate that VEGF-B signaling engages major regulators of cell growth and metabolism.

### Soluble VEGFR-2 inhibits the VEGF-B-induced capillary enlargement

We have previously shown that VEGFR-1 tyrosine kinase activity plays a role in the VEGF-B–induced myocardial hypertrophy (Bry *et al*, 2010). To investigate the role of VEGFR-2, we conducted a VEGF-blocking experiment using soluble (s) VEGFR-2 coupled with VEGF-B overexpression in mice. Administration of an AAV encoding sVEGFR-2 did not significantly affect the hypertrophy induced by AAV-VEGF-B, but it blocked the enlargement of capillaries (Fig 6A and B). Interestingly, by immunostaining and staining for beta-galactosidase activity in heterozygous VEGFR-2/LacZ mice, we found that both VEGFR-1 and VEGFR-2 are present in myocardial capillaries whereas only VEGFR-1 is present in the coronary arteries (Fig 6C). AAV-mediated administration of mouse VEGF-B_186_ increased expression of the arterial marker Dll4 when combined with an empty vector, but not when co-injected with AAV-sVEGFR-2, indicating that sVEGFR-2 affected also the VEGF-B induced arteriogenic response (Fig 6D).

**Figure 6:**
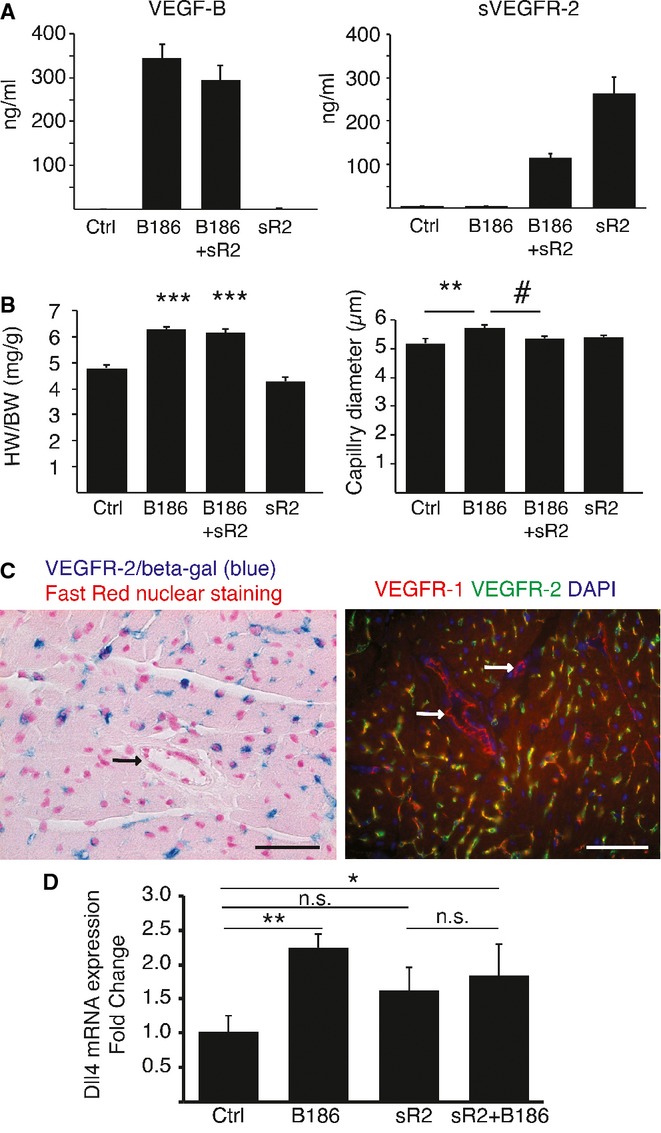
Blocking VEGF-VEGFR2 signaling inhibits VEGF-B induced capillary enlargement.
Serum levels of VEGF-B186 (B186) and soluble VEGFR-2 (sR2) 4 weeks after AAV injections.Effect of soluble VEGFR-2 and VEGF-B alone or in combination. Note that sR2 does not seem to change the VEGF-B induced heart-to-body weight –ratio but blocks the increase in capillary diameter induced by VEGF-B. ***P < 0.0001, **P = 0.002 compared to controls ^#^*P* = 0.014 compared to VEGF-B186.Beta-galactosidase staining of the VEGFR-2/LacZ mouse heart. Note VEGFR-2 expression in capillary endothelium but not in arteries (arrow) or cardiomyocytes. Double staining for VEGFR-1 (red) and VEGFR-2 (green) in mouse heart. Note expression of both in the capillary endothelium but only VEGFR-1 in the arterial endothelium (arrows). Scale bars 50 μm.Dll4 mRNA expression, used as an arterial marker in the heart. **P = 0.003, *P = 0.02, n.s. = non-significant. Data information: Data are shown as mean ± s.e.m. (one-way ANOVA with LSD post hoc test).

### VEGF-B-induced hypertrophy is not dependent on nitric oxide signaling

A recent publication indicates that PlGF induces cardiac hypertrophy via a nitric oxide (NO) mediated mechanism (Jaba *et al*, 2013). To test if this mechanism applies to the VEGF-B induced cardiac growth, we administered AAV-mVEGF-B186 to endothelial nitric oxide synthase (eNOS) deficient mice as well as to mice treated with the NOS inhibitor L-NAME. Interestingly, blocking NO production did not have any effect on VEGF-B-induced cardiac hypertrophy (supplementary Fig 5).

### VEGF-B overexpressing hearts shift from fatty acid to glucose oxidation pathways

To our surprise, the most significantly downregulated gene cluster in the VEGF-B transgenic hearts comprised genes that function in fatty acid metabolism (supplementary Table 4). Gene Set Enrichment Analysis (GSEA) of unfiltered data from both the TG and AAV sample sets confirmed this result (Fig 7A and B). In contrast, most of the intermediate products of glycogen breakdown and glycolysis were increased in the VEGF-B TG hearts when compared to WT hearts (supplementary Fig 6). 

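Genes of fatty acid degradation were lower in AAV-VEGF-B hearts, although with median scaling none of them was called lower singly. Of 37 tested, 10 were lower, 0 higher and 27 did not pass the test (limma; 18 lower and 1 higher at an unadjusted p under 0.05, and 16 lower and 1 higher when adjusted over the list alone), and 34 of the 37 had a change below 0. Hadha, a subunit of the mitochondrial trifunctional protein, fell by 0.50 on the log2 scale (SE 0.08, adjusted p = 0.0023), Cpt1a, a carnitine palmitoyltransferase of the outer mitochondrial membrane, by 0.53 (SE 0.12, adjusted p = 0.016), the carnitine acetyltransferase Crat by 0.37 (SE 0.08, adjusted p = 0.010) and the carnitine-acylcarnitine carrier Slc25a20 by 0.31 (SE 0.07, adjusted p = 0.016). In all 6 AAV-VEGF-B hearts Hadha, Crat and Slc25a20 lay below all 6 AAV-HSA hearts. Of 25 tested genes of fatty acid uptake and storage 3 were lower and 0 higher (limma; 10 lower and 3 higher at an unadjusted p under 0.05, and 8 lower and 3 higher adjusted over the list alone), but 0 lower and 3 higher with median scaling. The 3 lower ones were the carnitine transporter Slc22a5 (-0.37, SE 0.07), the phosphatidate phosphatase Lpin1 (-0.45, SE 0.08) and malonyl-CoA decarboxylase Mlycd (-0.39, SE 0.09, adjusted p = 0.022). Perilipin 5, Plin5, changed by -0.48 without passing (SE 0.14, adjusted p = 0.060, but 0.034 without background correction and 0.029 without AAV-VEGF-B replicate 5), and the fatty acid transporter genes Slc27a1 and Slc27a4 by -0.30 (adjusted p = 0.10, but 0.031 without AAV-HSA replicate 2) and 0.05 (adjusted p = 0.85). Of 7 genes of fatty acid synthesis 1 was higher, the elongase Elovl5 (0.69, SE 0.13), and 2 were with median scaling; no probe was named Fasn. Of 20 tested cardiomyocyte markers 0 were higher and 0 lower by limma (0 and 0 at an unadjusted p under 0.05), with a median change of -0.03, or 0.07 with median scaling, against -0.20 for fatty acid degradation.

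**Figure D4:**
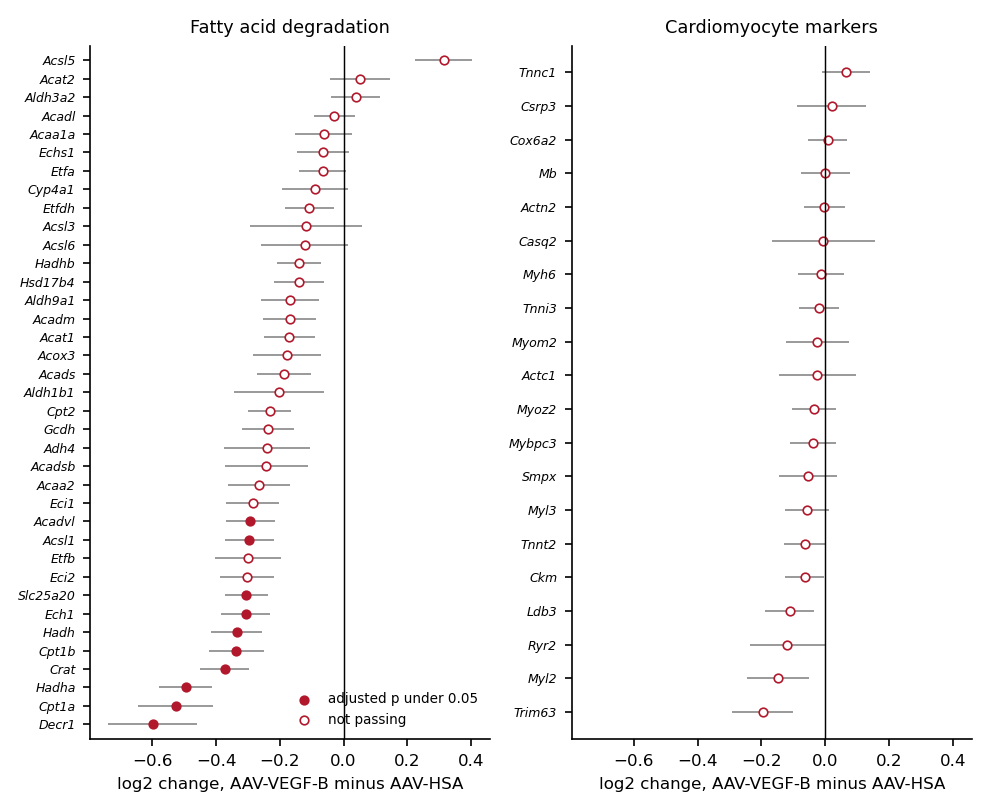
Log2 change (AAV-VEGF-B minus AAV-HSA, 6 hearts each) of each tested gene of fatty acid degradation and of each tested cardiomyocyte marker, on one scale; bars give the standard error and filled points an adjusted p under 0.05. The medians are -0.20 and -0.03, or -0.08 and 0.07 with median scaling.

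As a group the fatty acid degradation genes were lower than the other genes (camera, adjusted p = 1.7e-09, and adjusted p = 0.027 with an estimated correlation). The uptake and storage list was lower with adjusted p = 0.0075, but not with an estimated correlation (adjusted p = 0.12 with an estimated correlation). The synthesis list, whose median of -0.14 (0.02 with median scaling) and mean of 0.03 differ in sign, was not called (0.92), nor were the cardiomyocyte markers (0.25). The median change of the degradation genes was -0.26 in females, where 8 were lower, and -0.14 in males, where 0 passed the test by limma, a difference that was not tested for the list. With median scaling 0 of the 37 were lower and 1 was higher by limma (3 lower at an unadjusted p under 0.05), and their median change was -0.08, which is -0.19 relative to that of all genes. The count of lower degradation genes was 6 without AAV-VEGF-B replicate 1 or 5 or AAV-HSA replicate 2, 3 or 6, and that of uptake and storage genes 5 without AAV-VEGF-B replicate 2.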

To further analyze the mechanisms of the metabolic adaptation in the VEGF-B TG hearts, we studied the expression of several key genes and proteins related to metabolic regulation. Phosphorylation of AMPK was significantly reduced in the TG hearts and in WT hearts after acute VEGF and VEGF-B stimulation (Fig 7D and supplementary Fig 4B). There was also a trend towards decreased acetyl-CoA carboxylase phosphorylation. This was accompanied with increased malonyl-CoA levels and decreased malonyl-CoA decarboxylase (*Mlycd*) RNA expression together with increased fatty acid synthase (FASN) protein expression in the TG hearts (Fig 7C, D and F). These changes indicated that decreased fatty acid oxidation and increased lipid/macromolecule synthesis support the cell growth associated with the cardiac hypertrophy and vessel growth.

**Figure 7:**
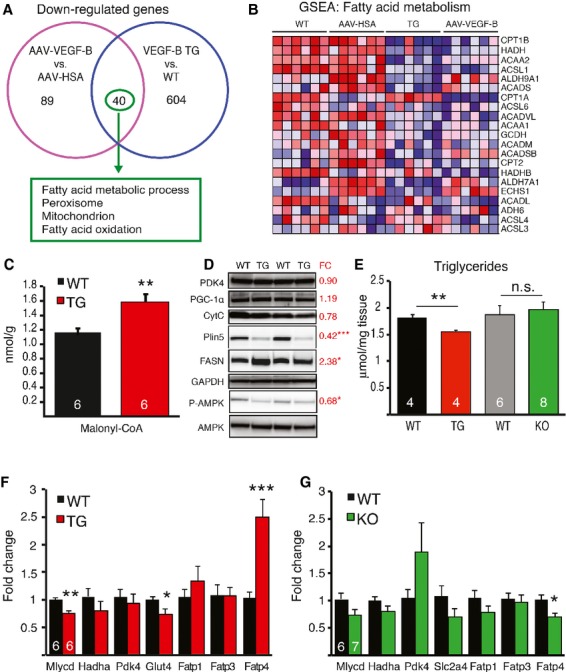
VEGF-B induced metabolic changes in the heart.
Venn-diagram and functional clustering of genes downregulated by VEGF-B (*N* = 6 + 6 in both experiments). Functional clustering showed that most of the forty genes downregulated in both TG and AAV-VEGF-B hearts are related to fatty acid metabolism.Heat map from the GSEA analysis, showing significant downregulation of genes related to fatty acid degradation in both AAV-VEGF-B and VEGF-B TG hearts.Malonyl-CoA content was significantly increased in TG hearts. *P = 0.005AMPK phosphorylation (*P = 0.019) and perilipin 5 expression (***P = 3.8 × 10^−5^) were significantly reduced in TG hearts, whereas the expression of fatty acid synthase (FASN) was increased (*P = 0.022). There was no change in pyruvate dehydrogenase kinase 4 (PDK4), PGC-1α or cytochrome c (CytC). Fold change (FC) shows the relative expression in the TG hearts compared to the WT hearts (*N* = 6 + 6).Triglyceride content was reduced in the TG hearts (**P = 0.007) but not changed in the KO hearts. Expression of metabolic genes in TG (F) and KO (G) hearts compared to their respective controls. Data information: Data are shown as mean ± s.e.m. (Student's *t*-test). This figure is accompanied by supplementary Fig 6.

### Fatty acid uptake is not altered in VEGF-B TG or KO hearts

Despite the decreased expression of beta-oxidation genes, the levels of long-chain free FAs and triglycerides were lower in the TG than in the WT hearts (Fig 7E and supplementary Table 5). This was supported by the finding that one of the most downregulated RNAs in the microarray analysis of the TG hearts was perilipin 5. This major lipid droplet coating protein was decreased also in western blotting analysis (Fig. 7D). There were no differences in total tissue cholesterol (4.0 ± 0.1 μmol/mg in WT versus 4.1 ± 0.2 in TG), phospholipid levels (10.4 ± 0.5 μmol/mg in WT versus 10.3 ± 0.9 in TG), or serum free fatty acid and triglyceride levels. Co-expression of *Vegfb* RNA and various RNAs encoding mitochondrial proteins has been reported in large data sets (Mootha *et al*, 2003; Hagberg *et al*, 2010). However, VEGF-B did not seem to affect mitochondrial biogenesis, as PGC-1α and cytochrome c protein levels were similar in the WT and TG rat hearts (Fig 7D). In agreement with previous reports, we observed decreased fatty acid transport protein 4 (*Fatp4/Slc27a4*) mRNA levels in the KO hearts and increased levels in the TG hearts (Hagberg *et al*, 2010), but no change in *Fatp1* or *Fatp3* expression in either model (Fig 7F, G).

Since loss of VEGF-B has been reported to decrease the uptake of FAs in the mouse heart and skeletal muscle (Hagberg *et al*, 2010), we tested if FA uptake was affected in the TG and KO rat models. We did not observe a decrease in ^14^C-oleate or ^14^C-palmitate uptake in the KO rats nor an increase in the TG rats 24 h after ingestion of the radioactive FAs (Fig 8A, B). Using tail vein injection of labeled glucose and FA, we found increased glucose uptake in the TG hearts compared to the WT hearts 30 min after injection, whereas there was no significant difference in FA uptake (Fig 8C).

**Figure 8:**
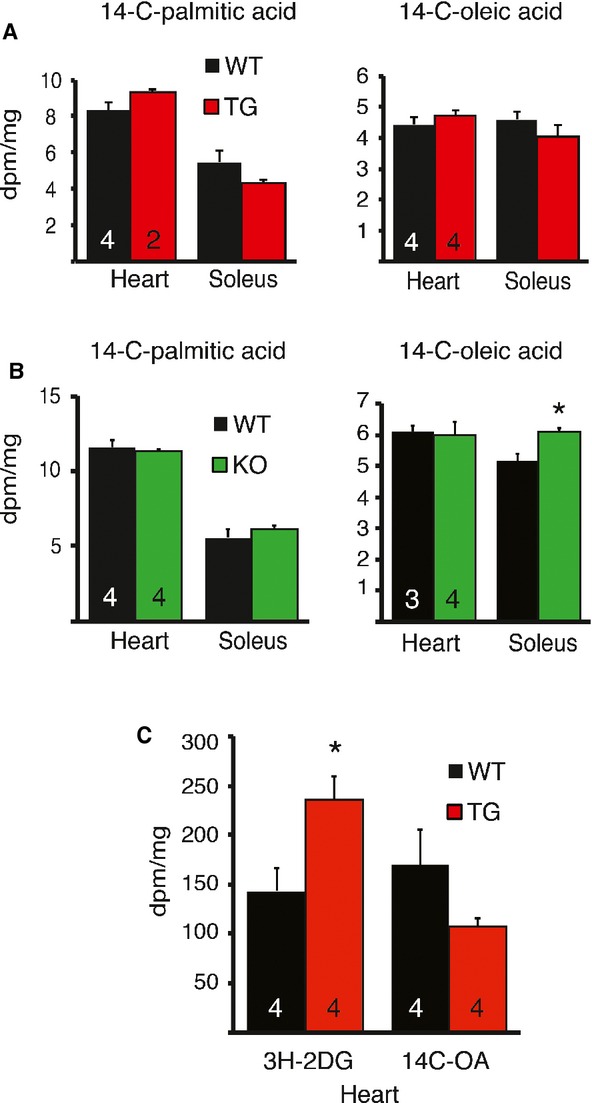
No difference in fatty acid uptake in the VEGF-B TG or KO rat hearts.
14C-oleate and 14C-palmitate uptake in the heart and skeletal (soleus) muscle of TG orKO rats 24 h after oral gavage. Note the slightly increased uptake in KO soleus muscle, *P = 0.011.Glucose uptake and oleate uptake 30 min after tail vein injection of substrates. *P = 0.035. Data information: Data are shown as mean ± s.e.m. (Student's *t*-test).

### Vascular remodeling precedes the metabolic changes

In order to see if the metabolic changes in the VEGF-B transduced hearts are mediated directly or represent adaptation to long-term transgene expression, we overexpressed VEGF-B for 2 weeks in rats using the AAV-vector. Analysis at this time point showed enlarged myocardial capillaries (48% increase, *P *=* *0.007) and microarray analysis indicated increased expression of angiogenic genes similarly as in the longer-term experiments. At this early timepoint, the heart-to-body weight-ratio was not yet significantly changed, but there was a 10% increase in the cross-sectional area of cardiomyocytes in the AAV-VEGF-B hearts (*P *=* *0.01). However, no change was observed in the metabolic gene expression patterns, including *Fatp3* and *Fatp4*. We also analyzed the FA and glucose uptake 2 weeks after AAV-VEGF-B administration. There was no significant difference in the uptake of either substrate between the AAV-VEGF-B and control hearts (214 ± 25 dpm/mg 3H-2DG in WT versus 151 ± 37 in TG, *P *=* *0.23 and 124 ± 5 dpm/mg 14C-OA in WT versus 76 ± 43 in TG, *P *=* *0.34).

### Myocardial VEGF-B expression is decreased in heart failure

Decreased expression of VEGF-B was observed in mice treated for 2 weeks with angiotensin II (Fig 9A), which provides a model of pathological cardiac hypertrophy. To further explore the translational potential of our findings, we analyzed VEGF-B expression in diseased human myocardium. The results from two independent data sets indicated that VEGF-B expression is significantly decreased in both ischemic heart disease and dilated cardiomyopathy compared to non-failing hearts (Fig 9B and C).

**Figure 9:**
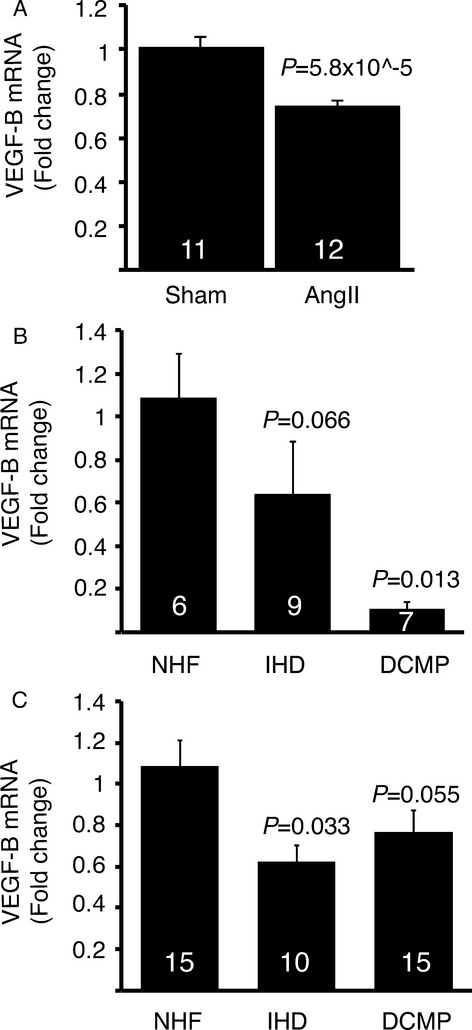
VEGF-B expression is reduced in diseased human myocardium and in angiotensin II treated mouse hearts. A Cardiac VEGF-B expression in mice treated for 2 weeks with angiotensin II compared to control mice (Student's *t*-test). B, C VEGF-B expression in ischemic heart disease (IHD) and dilated cardiomyopathy (DCMP) compared to non-failing hearts in two independent datasets (B: Leiden C: Helsinki). Data information: Data are shown as mean ± s.e.m. (one-way ANOVA with Dunnett's post hoc test). The number of patients/mice in each group is indicated in the bars.

## Discussion

In this study, we show that VEGF-B dramatically expands the coronary arterial tree and increases functional coronary reserve, accompanied by cardiac hypertrophy and increased glucose uptake. Together, these changes provided significant cardiac protection against ischemic damage. Importantly, the cardiac function in VEGF-B TG rats was maintained even in old age, and the hypertrophy did not advance to heart failure.

The increase in functional coronary arterial reserve observed in μCT imaging of the VEGF-B TG hearts is striking, revealing at least a doubling of the number of arteries of all size classes. At the capillary level, the vessel diameter was increased, but the capillary-to-cardiomyocyte ratio was not affected. It is interesting that the effect was strongest in the larger arteries, which are mainly affected in coronary artery disease, whereas PlGF was recently reported to primarily increase capillary density and arteriolar branching, along with cardiac hypertrophy (Jaba *et al*, 2013). Importantly, in contrast to the hypertrophy induced by PlGF, blocking NO signaling did not affect the VEGF-B induced cardiac hypertrophy.

Systemic delivery of the AAV-VEGF-B vector to adult rats resulted in strong VEGF-B expression in the heart, and reproduced both the vascular and hypertrophic phenotypes. These results, together with the observation that the long-term expression does not have adverse effects on cardiac function, are important for the possible future use of VEGF-B as a therapeutic agent in ischemic cardiovascular diseases. Angiogenesis has been shown to be crucial for physiological (adaptive) hypertrophy, as disruption of coordinated tissue growth and angiogenesis leads to heart failure (Shiojima *et al*, 2005; Sano *et al*, 2007). The fact that even the aged VEGF-B TG rats showed preserved cardiac function in spite of the long-term hypertrophy indicates coordination of the vascular and cardiomyocyte growth, emphasizing the importance of endothelial cell – cardiomyocyte crosstalk. The outcome was different from that observed in TG mice, which develop cardiac hypertrophy but lack an arteriogenic phenotype, eventually developing cardiomyopathy (Karpanen *et al*, 2008). In the mice the transgene encoded only the isoform VEGF-B167, whereas in the rats the whole genomic construct encoding both 167 and 186 isoforms was used. The biggest difference we have observed between mice and rats is in the VEGF-B–induced arteriogenesis, which may reflect species and/or strain specific differences in collateral artery formation. Indeed, enlargement of myocardial capillaries was seen in both species and already after 2 weeks of VEGF-B expression in the rats. It is conceivable that the expansion of the arterial tree in the TG rats results from increased pulsatile fluid shear stress initially caused by distal capillary enlargement (reviewed in Schaper, 2009).

Following the MI, the infarct areas were significantly smaller in the VEGF-B TG than in the WT rat hearts although the areas-at-risk after ligation were similar. Also, despite the fact that blood perfusion in the VEGF-B TG and WT hearts was similar in the basal state (Bry *et al*, 2010), the VEGF-B TG hearts had better perfusion in the non-infarcted myocardium and border region after MI, indicating that the significance of the improved coronary collateral reserve and associated changes in substrate utilization becomes apparent in pathological settings. Mechanistically, at least part of this protection was shown to arise from the maintained function of mitochondrial respiratory chain complex I in the TG hearts after ischemia/reperfusion injury. It should be mentioned here that defects in complex I function have been linked to the development of heart failure in both animal and human studies (Lemieux *et al*, 2011; Karamanlidis *et al*, 2013).

Some previous studies have also suggested a protective role for VEGF-B in the heart (Lahteenvuo *et al*, 2009; Serpi *et al*, 2011). However, the adenoviral-mediated expression of VEGF-B used in these studies is robust and transient, and its effects were modest compared to our present findings after MI. Zentilin *et al* (2010) reported that AAV-VEGF-B_167_ has direct antiapoptotic effects on cardiomyocytes following experimental myocardial infarction in rats but no obvious vascular phenotype. The various VEGF-B studies thus suggest distinct but complementary roles for VEGF-B in the maintenance of cardiac contractility and coronary perfusion, and our present study indicates mechanisms involving enhanced coronary vasculature and metabolic reprogramming.

We did not observe any vascular phenotype in the hearts of the VEGF-B KO rats. In addition, VEGF-B deficiency did not affect cardiac function, even after MI. However, the infarct scars were two-dimensionally larger in the KO hearts, which might reflect coronary artery dysfunction similarly to that previously reported for VEGF-B KO mice (Bellomo *et al*, 2000). These data point to compensatory mechanisms for the maintenance of the vasculature both during development as well as postnatally, at least with constitutive gene-deletion.

Several major signaling pathways were activated downstream of VEGF-B in the heart, including the Akt/mTORC1 and Erk1/2 MAPK pathways, known to be associated with *e.g*. cardiomyocyte growth and arteriogenesis (Ren *et al*, 2010; Rose *et al*, 2010; Sussman *et al*, 2011). Downstream of Erk1/2 and Akt (T308), VEGF-B activated the mTORC1 complex, which is an important metabolic node involved in the development of cardiac hypertrophy (Shiojima ' Walsh, 2006). The mTORC1 pathway has been related to the regulation of protein synthesis, cardiac function, myocardial response to stress, and myocyte survival (Zhang *et al*, 2010), and it has been shown to be activated by physiological hypertrophy and inactivated by pressure overload (Kemi *et al*, 2008). Interestingly, VEGF-B also decreased AMPK phosphorylation. Recently in another study, increased MAPK and decreased AMPK signaling were related to protection from ischemia-reperfusion injury (McLean *et al*, 2013). However, activation of AMPK has been shown to play an important role in the myocardial response to ischemia, pressure overload, and heart failure (recently reviewed by Zaha ' Young, 2012).

Decreased phosphorylation of VEGFR-2 and Erk1/2 was observed upon intravenous administration of VEGF to VEGF-B KO rats and mice when compared to the corresponding TG or WT animals. This suggests that at least some of the effects of VEGF-B are mediated indirectly by VEGF-B occupying VEGFR-1, which would increase the availability of VEGF for activation of VEGFR-2. This mechanism of vessel growth would be limited by the availability of VEGF; thus the phenotype of VEGF-B overexpression does not recapitulate VEGF overexpression, which can lead to pathological angiogenesis at supraphysiological VEGF doses (Nagy *et al*, 2008; Bry *et al*, 2010; Chung ' Ferrara, 2011). This finding is in agreement with a recent report showing that global deletion of *Vegfr1* in adult mice supports angiogenesis after myocardial infarction by increasing VEGFR-2 levels (Ho *et al*, 2012). The tyrosine kinase domain of VEGFR-1 seems to be required for the VEGF-B induced hypertrophy while neuropilin-1 binding may not be needed (Bry *et al*, 2010). Thus, our results suggest that VEGF-B acts both directly via VEGFR-1 and indirectly via VEGF-VEGFR-2 signaling pathways. In fact, our recent studies have shown that although VEGF-B can bind to VEGFR-1 with high affinity, it cannot induce signaling downstream of VEGFR-1 as efficiently as PlGF (Anisimov *et al*, 2013). VEGF-B, by binding to VEGFR-1, could perhaps also prime VEGFR-2 for enhanced signaling, as has been suggested for PlGF (Autiero *et al*, 2003).

In addition to angiogenesis, cardiac energy substrate metabolism plays a key role in the pathogenesis of heart failure. Collectively, metabolic data indicated increased FA synthesis and decreased FA oxidation in the VEGF-B overexpressing hearts, whereas intermediates of glycogen and glucose breakdown were increased. However, lactate levels and lactate dehydrogenase RNA expression did not change, most likely due to an efficient coupling of the aerobic TCA cycle to the increased glycolysis. Decreased expression of FA oxidation genes, accompanied by a decrease in FA oxidation and a parallel increase in glucose oxidation, are associated with a significant improvement in the recovery of cardiac function after ischemia (Burkart *et al*, 2007), suggesting that shifting energy substrate utilization toward glucose oxidation can improve cardiac function and slow the progression of heart failure (Lopaschuk *et al*, 2010). The VEGF-B–induced metabolic changes may protect cardiomyocyte mitochondria from I/R injury, which occurs during reperfusion, when oxidative metabolism is again activated.

We also analyzed cardiac FA uptake, since Hagberg *et al* (2010) have reported that VEGF-B upregulates endothelial fatty acid transport via Fatp3 and Fatp4. Consistent with their findings, we observed increased *Fatp4* RNA in the TG hearts and decreased levels in the KO hearts. However, there was no difference in oleate or palmitate uptake between TG, KO or WT hearts. It is important to note that fatty acid and triglyceride levels were actually reduced in the TG hearts. Recent evidence suggests that Fatp4 is in fact a fatty acyl-CoA synthase that resides in the endoplasmic reticulum, rather than a fatty acid transporter on the plasma membrane (Digel *et al*, 2011; Lenz *et al*, 2011). Thus while our results confirm that VEGF-B has metabolic effects in the heart, these do not seem to occur at the level of substrate uptake. Instead, VEGF-B readjusts the main metabolic signaling pathways via AMPK and mTORC1 and directs FAs to synthetic pathways rather than to FA oxidation.

It was recently shown that plasma levels of VEGF-B increase after MI in human patients and correlate with preservation of cardiac function, whereas low levels of VEGF-B accurately predict adverse left ventricular remodeling (Devaux *et al*, 2012). We show here that the expression of VEGF-B is significantly decreased in diseased human myocardium, suggesting that enhancing the levels of VEGF-B might also be beneficial in human cardiac patients. The same was true for mice that we treated with angiotensin II and in mice following transverse aortic constriction (Huusko *et al*, 2012), further supporting the translational potential of our current findings.

Proper communication between different cell types in the heart is required to maintain cardiac homeostasis and to build up appropriate responses to stress. It has been suggested that stimulating the expression of endogenous repair-promoting cardiac proteins could be an effective strategy for the prevention of cardiac damage and enhancement of tissue repair (Doroudgar ' Glembotski, 2011). The present data provide evidence for the therapeutic potential of VEGF-B as a protective and repair-enhancing protein in ischemic heart failure, as its overexpression induces favorable changes in the coronary vasculature, cardiac function and myocardial metabolism. Importantly, the therapeutic window for the use of VEGF-B is much wider than for VEGF or VEGF-C, since even high amounts of VEGF-B were well tolerated. In general, our findings highlight the importance of endothelial-cardiomyocyte crosstalk in fine-tuning cardiac responses to stress.

## Materials and Methods

More detailed methods are described in the online Supporting Information.

### VEGF-B TG and KO rats

αMHC-VEGF-B TG rats of outbred HsdBrl:WH Wistar background have been previously described (Bry *et al*, 2010). VEGF-B deficient rats of Sprague-Dawley background were generated with a zinc-finger nuclease based technique by Sigma Advanced Genetic Engineering Labs, Sigma-Aldrich Biotechnology (St. Louis, Missouri, USA). All experiments involving animals were approved by the Provincial State Office of Southern Finland and carried out in accordance with institutional guidelines. TG and WT rats used for the analyses were 2–3 months or 20–22 months old, and in the myocardial infarction experiment 6–7 weeks old.

### MicroCT imaging of the cardiac vessels

High-resolution micro-computed tomography (μCT) imaging was performed in 2-month-old rats as previously published (Tirziu *et al*, 2005). The aorta was cannulated retrogradely proximal to the brachiocephalic trunk. The hearts were perfused with heparin (100 IU/kg) in 0.9% saline followed by adenosine (1 mg/ml). The hearts were then perfusion-fixed with 4% paraformaldehyde, and the coronary arterial tree was filled with contrast agent consisting of 20% bismuth oxychloride (Sigma-Aldrich) in 5% gelatin, until the agent reached the apex, aiming at filling only the arterial vessels. Filled hearts were imaged with a high-resolution μCT imaging system (GE eXplore Locus SP) followed by morphometric analysis of the arterial vessels.

### Immunohistochemistry and immunofluorescence

Paraffin sections were stained with hematoxylin-eosin and Masson's trichrome. The primary antibodies used for immunostaining are described in the Online Data Supplement. Image analysis was carried out using the ImageJ software (NIH).

### Western blotting

The antibodies used are detailed in the Online Supporting Information.

### Experimental myocardial infarction (MI)

Myocardial infarction was induced *in vivo* by ligation of the left coronary artery (LCA). Echocardiography was performed before the operation, as well as 1 and 4 weeks after the operation. The area-at-risk and infarct size were analyzed from another set of animals 24 h after ligation with Evans blue and triphenyltetrazolium chloride (TTC) staining as published previously, with the modification that Evans blue was used instead of phthalocyanine blue (Bohl *et al*, 2009).

### Assessment of myocardial perfusion, infarct size and oxygen consumption with positron emission tomography (PET)

The infarcted rats (11 TG, 17 WT) were imaged with a small animal PET scanner (Inveon or DPET, Siemens, Knoxville, TN, USA) 4 weeks after coronary occlusion. 45 ± 11 MBq of 11C-acetate was administered via the rat tail vein in 0.4–1.0 ml over 10 s. In order to validate measurement of myocardial infarct size by 11C-acetate, a subgroup of the rats (*N *=* *16) was injected with 40 ± 5 MBq of 18F-FDG, a marker of myocardial glucose metabolism and viability in a separate imaging session.

### Mitochondrial function after ischemia-reperfusion

In 5 WT and 5 TG rats, the proximal left anterior descending (LAD) artery was ligated for 30 min and the heart was then reperfused for 2 h. After the reperfusion, samples from the infarcted area were homogenized and immediately analyzed with Oroboros Oxygraph-2k for mitochondrial function. Both carbohydrate and fatty acid (palmitate) SUIT protocols were used as previously described with slight modifications in the injection order (Lemieux *et al*, 2011).

### *In vivo* stimulation with VEGF

VEGF-B deficient mice of C57Bl/6 background (Bellomo *et al*, 2000) and TG mice (Bry *et al*, 2010) backcrossed for eight generations to C57Bl/6 background were injected with 2.5 μg of purified VEGF_165_ protein via a tail vein. Ten minutes after injection, the mice were sacrificed and the left ventricle was prepared and snap-frozen in liquid nitrogen before homogenization for western blotting. A similar experiment was conducted with TG, KO and WT rats with 25 μg of VEGF.

### Microarray analysis

RNA samples from TG versus WT rats and AAV-VEGF-B versus AAV-HSA rats (*N *=* *6 in all groups) were analyzed with the genome-wide Illumina RatRef-12 Expression BeadChip (BD-27-303; Illumina Inc.). Detailed data analyses were performed with the Chipster software as detailed in the supplemental methods (http://chipster.csc.fi) (Kallio *et al*, 2011). The gene array data have been deposited in the Gene Expression Omnibus, accession number GSE38457.

### Fatty acid and glucose uptake *in vivo*

Oleate and palmitate uptake *in vivo* was measured as previously described (Hagberg *et al*, 2010). Briefly, adult rats were administered ^14^C-oleate or ^14^C-palmitate dissolved in olive oil by oral gavage and tissues were collected after 24 h. In another experiment, ^3^H-2-deoxy-glucose or ^14^C-oleate was administered via a tail vein, and hearts and blood were collected 30 min later. Tissues were lysed and radioactivity was measured from serum and lysates by liquid scintillation using Optiphase HiSafe 3 (Perkin-Elmer) and Wallac LS Counter (Turku, Finland).

### Human myocardial samples

#### Leiden dataset

Myocardial tissue samples were taken from patients undergoing cardiac surgery. The patient population has been described previously (Kortekaas *et al*, 2013). Baseline samples were taken before the surgery from dilated cardiomyopathy (*n* = 7), ischemic cardiomyopathy (*n* = 9) or from non-heart failure (*n* = 6) patients, and they were analyzed in the present study. This study was carried out in accordance with the Declaration of Helsinki and was approved by the local ethics committee. All patients provided written informed consent.

#### Helsinki dataset

Human myocardial samples were obtained from patients undergoing cardiac transplantation due to dilated cardiomyopathy (*n* = 15) or ischemic heart disease (*n* = 10) or from organ donors without cardiac disease (*n* = 15) whose hearts could not be used as grafts. The investigation conformed with the principles outlined in the Declaration of Helsinki, and the protocol was approved by the Ethics Committee of Helsinki University Central Hospital. All patients signed an informed consent form. The National Authority for Medicolegal Affairs (TEO) approved the use organ donor tissues.

### Statistical analysis

Values are reported as means ± s.e.m. Data were checked for normality and statistical analysis was performed with the two-tailed unpaired Student's *t*-test for two-group comparisons (for microarray and metabolomics statistical analysis see Supporting Information). For multiple group comparisons one-way ANOVA with the LSD or Dunnett's post-hoc test was used. For correlation between two continuous variables, linear regression with Spearman's rank test was used. The number of samples in each analysis is shown in the figures. Differences were considered statistically significant at *P < *0.05.

## Author contributions

RK, MB, MR and MT performed experiments, data acquisition, analysis and interpretation of data, statistical analyses, and wrote the manuscript; MRR performed metabolite uptake and tissue lipid experiments and commented on the manuscript; JMUS, AS, SH and JK performed PET analyses; JJH and AA performed protein biochemical analyses; MIM and JHL collected and provided human myocardial samples; LE performed electron microscopy; RH and VD performed vascular casting and electron microscopy; ZWZ and MS performed microCT imaging; EM supervised myocardial infarctions and echocardiography; KA designed experiments, conducted scientific direction and wrote the manuscript.

**The paper explained**

**Problem**

Ischemic heart disease is among the leading causes of death in the Western world. Despite intensive efforts, growth factors suitable for angiogenic gene therapy have not yet provided significant help in the treatment of cardiovascular disease. This is likely to change as we gain a better understanding of the underlying biology of these growth factors as well as of their regulation and functions. We therefore sought to elucidate the role of VEGF-B in the regulation of myocardial and vascular function in the heart, as well as its therapeutic potential.

**Results**

In this study, we show that transgenic expression of VEGF-B in the rat heart leads to a dramatic expansion of the coronary arterial tree and an increase in functional coronary reserve, accompanied by a shift in myocardial metabolism from fatty acid to glucose utilization. These changes led to favorable changes in cardiac function, both during ischemia and in old age. Importantly, VEGF-B levels were found to decrease in human cardiomyopathy, and the vascular and metabolic changes were reproducible using gene transfer to adult rats.

**Impact**

Our results indicate that VEGF-B could be used to enhance the coronary vasculature and to reprogram myocardial metabolism to improve cardiac function in ischemic heart disease. Our models also highlight the interaction between the endothelium and the cardiomyocytes. Indeed, the effects of vascular growth factors on metabolism as well as the overall interplay between angiogenesis, cell growth and metabolism are the focus of growing interest in the field.

# Supplementary material for: VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart
**Source:** EMBO Mol Med. 2014 Jan 21;6(3):307–21. doi: 10.1002/emmm.201303147
**Supplement:** Supplementary file 1

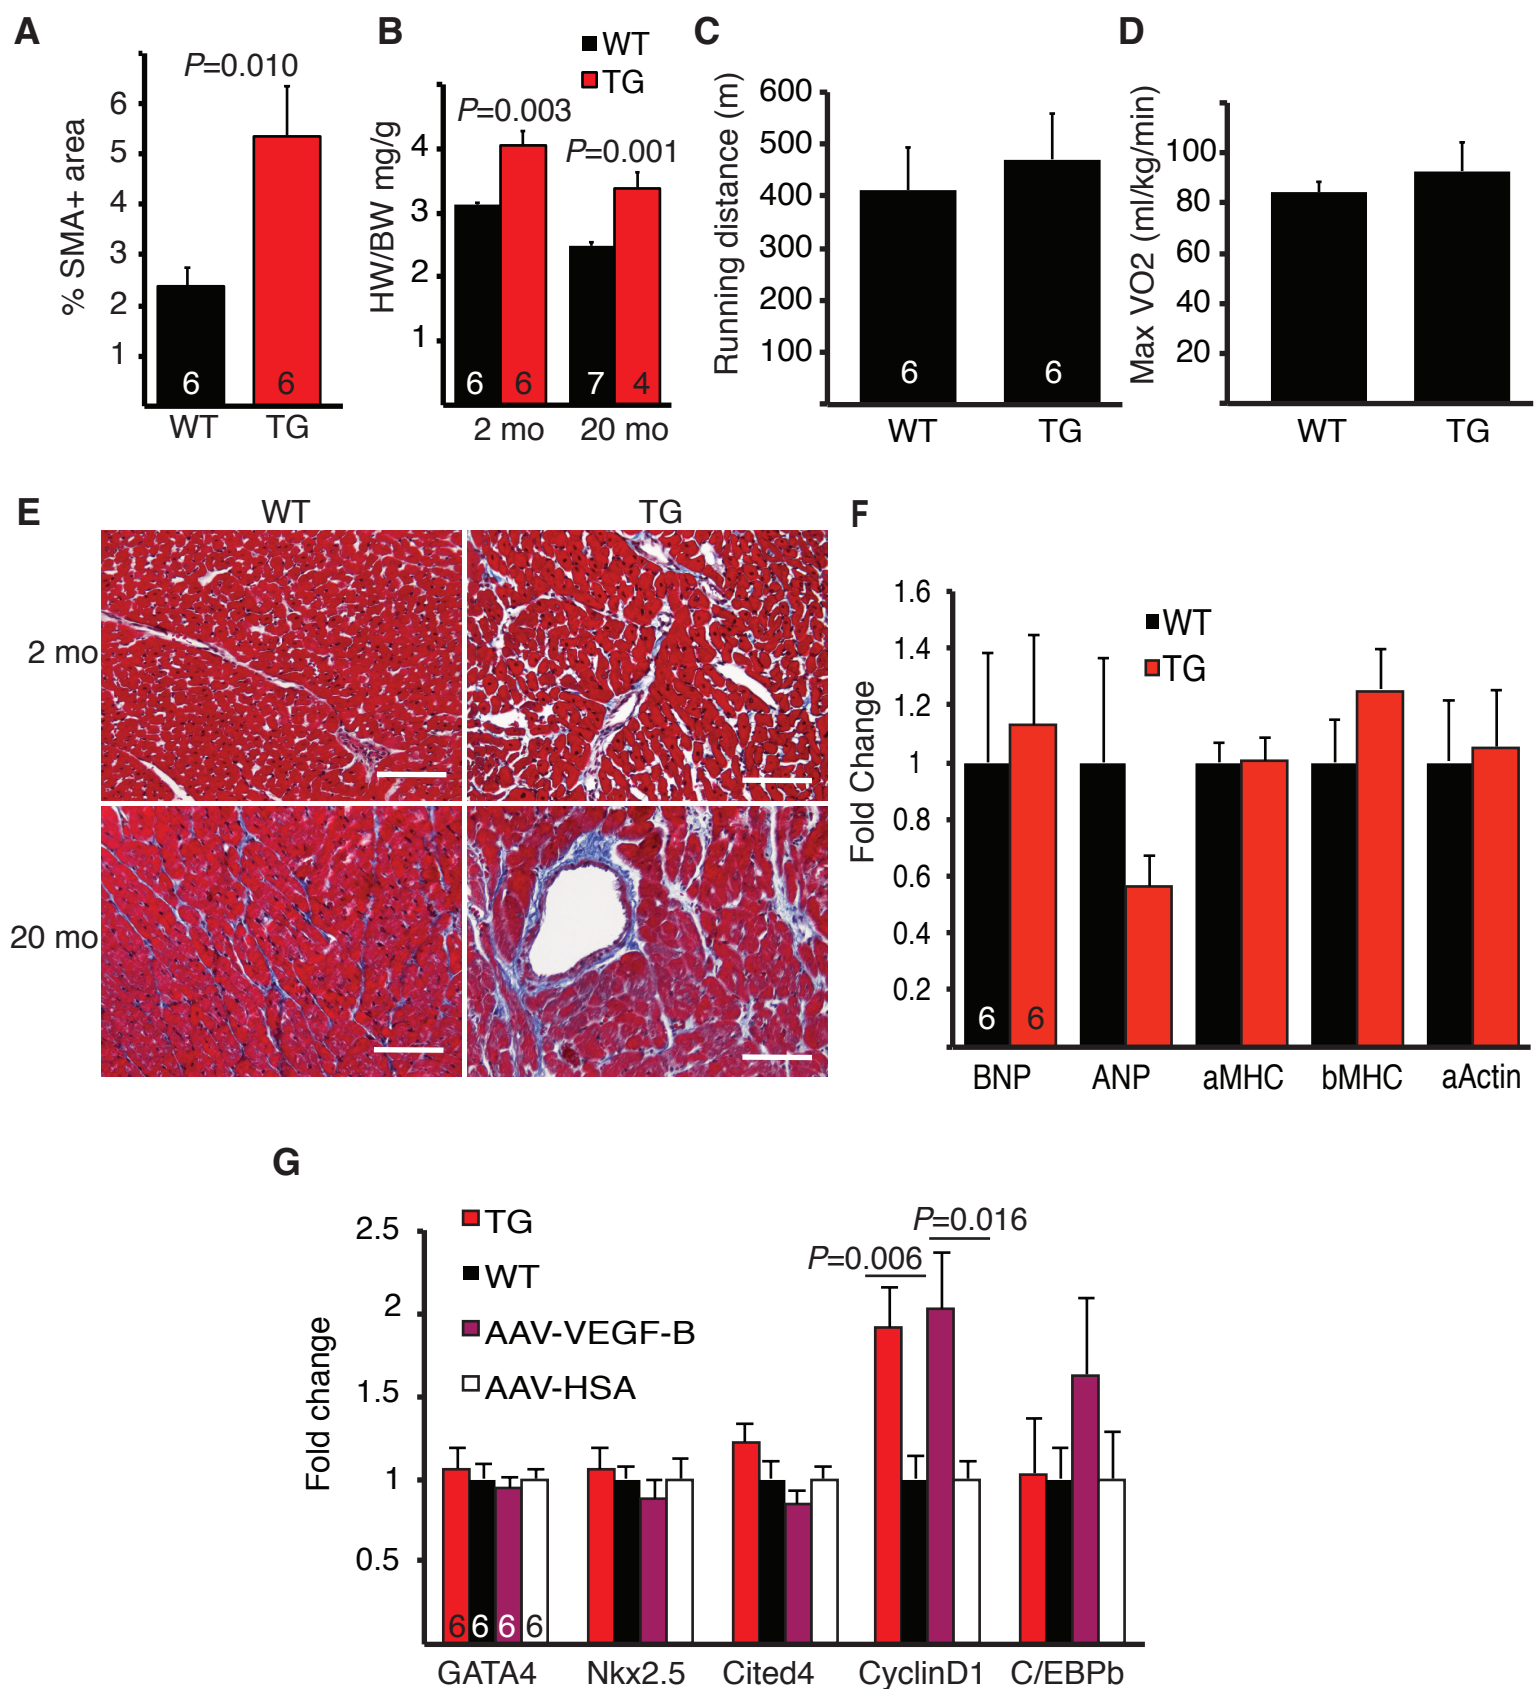

Supporting Information Figure 1. VEGF-B-induced hypertrophy remains physiological even in old rats. (A) SMA-positive (arterial) vessel area in hearts of pups at postnatal day 8. (B) Heart-to-body weight -ratios of young (2 months) and old (20-22 months) rats. (C) Running distance and (D) maximal oxygen consumption in the treadmill running test. (E) Representative Masson's trichrome stained heart sections showing increased fibrosis in old rats, but no difference between the WT and TG genotypes. (F) RNA expression of genes related to pathological hypertrophy. (G) RNA expression of transcription factors related to exercise-induced cardiac hypertrophy. Data is shown as mean $\pm$ S.E.M (Student's t-test), the number of animals in each experiment is indicated in the figures. Scale bars 50 μ m.

# Supplementary material for: VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart
**Source:** EMBO Mol Med. 2014 Jan 21;6(3):307–21. doi: 10.1002/emmm.201303147
**Supplement:** Supplementary file 2

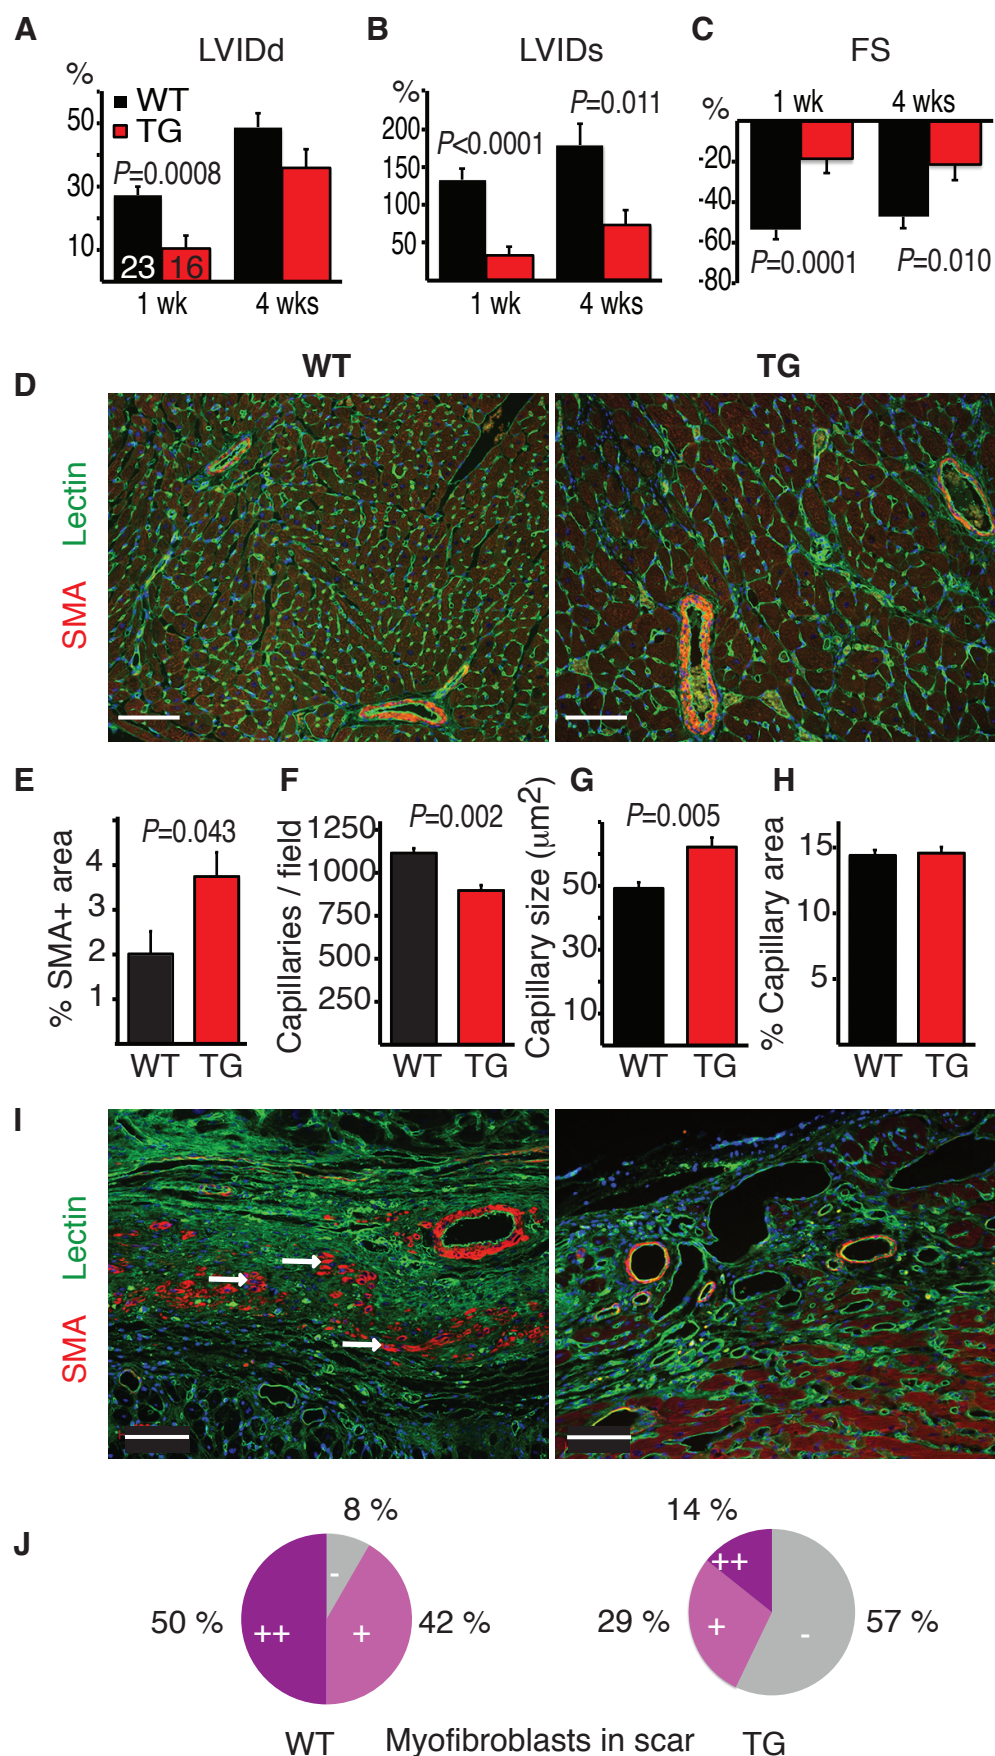

Supporting Information Figure 2. Increased vasculature and fewer myofibroblasts in the scar tissue in VEGF-B TG hearts after MI. (A-C) Changes in cardiac dimensions and function (% change from baseline) measured by echocardiography 1 and 4 weeks after MI (LVIDd/LVIDs = left ventricular internal diameter in diastole/systole, FS = fractional shortening) (D) Immunofluorescence staining of the remote myocardium for SMA (arteries) and lectin (endothelial cells). (E) Quantification of the SMA-positive vessel area percentage, (F) capillary density, (G) capillary size, and (H) and capillary area percentage. (I) SMA staining of myofibroblasts (arrows) in the scar tissue four weeks after MI. (J) Semi-quantitative analysis of the amount of myofibroblasts in the scar presented as the proportion of rats per genotype featuring: - (no), + (few) or ++ (several) myofibroblasts. Data is shown as mean $\pm$ S.E.M (Student's t-test). Scale bars 50 μ m.

# Supplementary material for: VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart
**Source:** EMBO Mol Med. 2014 Jan 21;6(3):307–21. doi: 10.1002/emmm.201303147
**Supplement:** Supplementary file 3

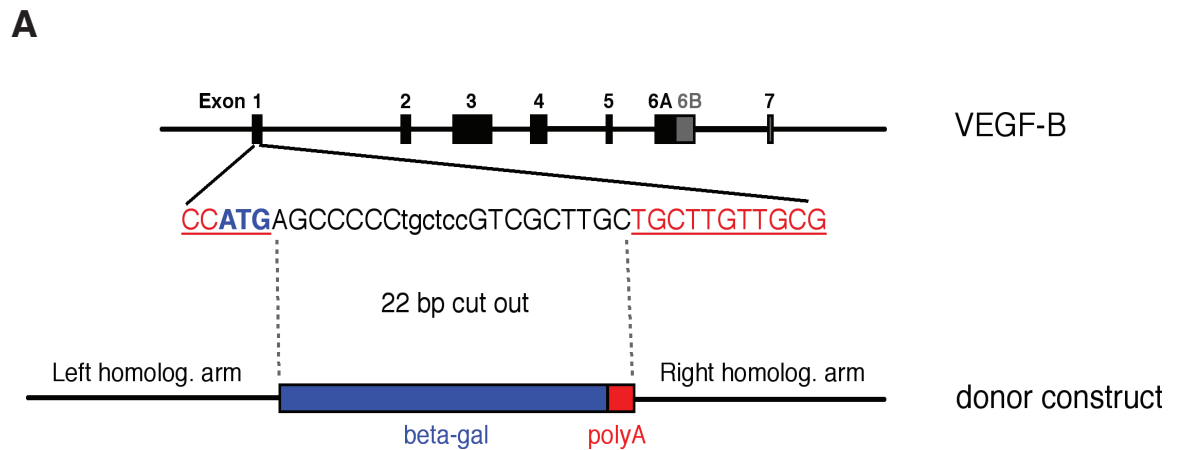

B QPCR spanning exon-exon boundary 3-4

Heart Hprt1

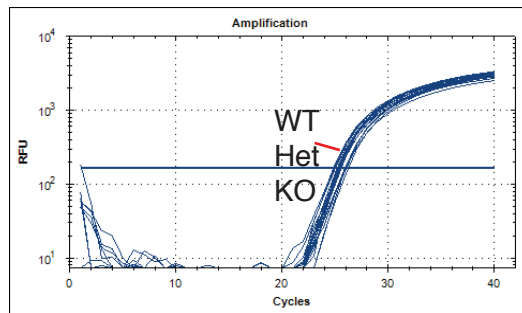

Heart VEGF-B

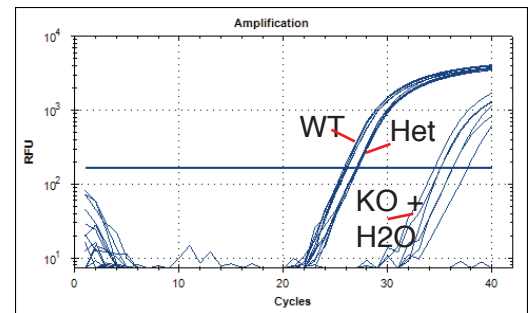

Skeletal muscle Hprt1

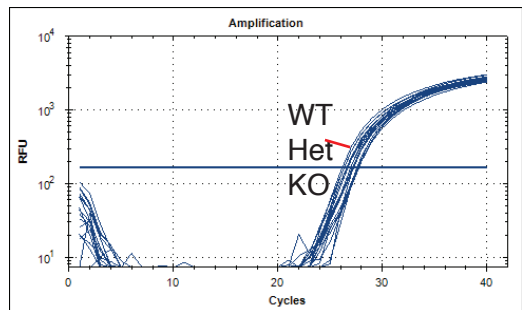

Skeletal muscle VEGF-B

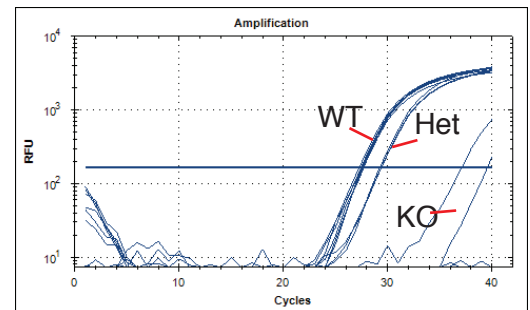

C

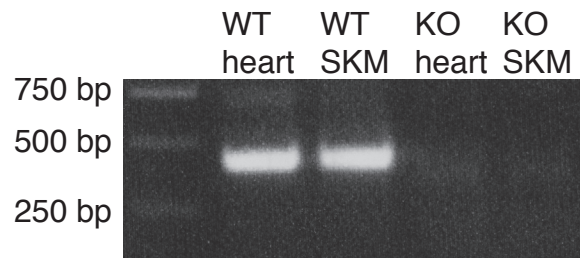

RT-PCR of rat RNA using primers from VEGF-B exons 1 and 3

Supporting Information Figure 3. Analysis of VEGF-B RNA in homozygous and heterozygous KO rats. (A) Schematic of the VEGF-B deletion using zinc finger nucleases with beta-galactosidase knock-in. Validation of the deletion of VEGF-B transcript in KO rats with (B) quantitative real time RT-PCR using Hprt1 as a control gene, and (C) standard RT-PCR from the heart and skeletal muscle (SKM).

# Supplementary material for: VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart
**Source:** EMBO Mol Med. 2014 Jan 21;6(3):307–21. doi: 10.1002/emmm.201303147
**Supplement:** Supplementary file 4

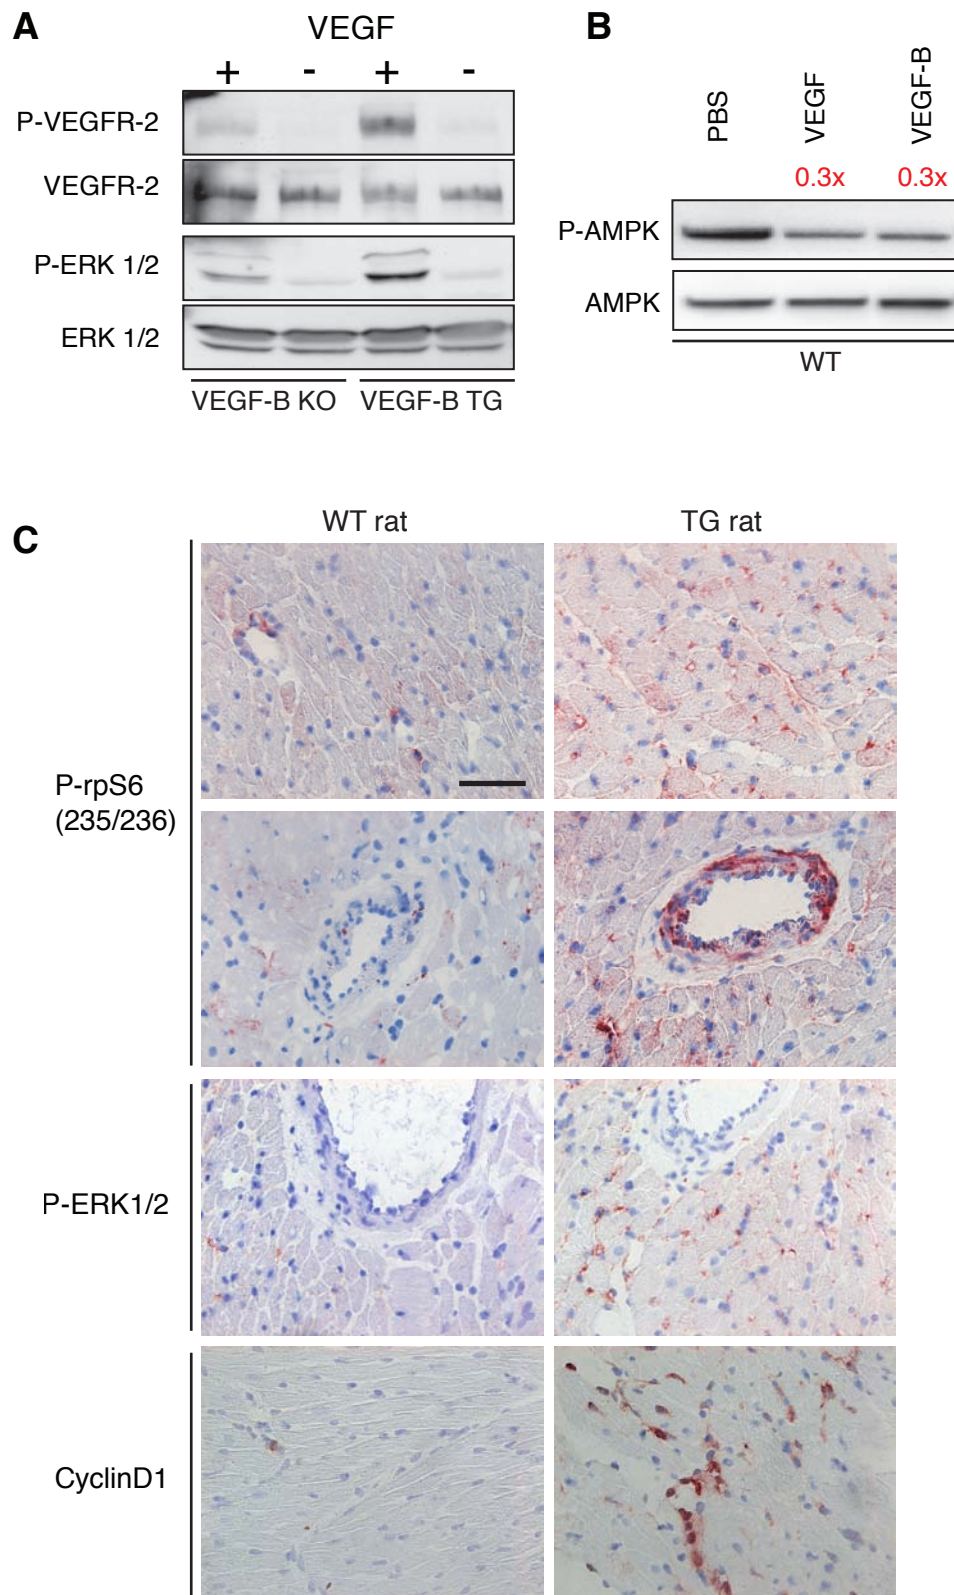

Supporting Information Figure 4. VEGF signal transduction in VEGF-B TG, KO and WT hearts. VEGF signal transduction in VEGF-B TG, KO and WT hearts. (A) Repeated experiment similar to that in Figure 4C. (B) AMPK phosphorylation in VEGF and VEGF-B stimulated hearts. Indicated in red is the P-AMPK signal intensity compared to the PBS control. (C) Staining of phosphorylated rpS6 and ERK1/2 in the WT and TG rat hearts. Note P-rpS6 staining in arterial smooth muscle cells, interstitial cells and cardiomyocytes in the TG hearts and P-ERK1/2 signal mainly in capillaries. The staining was stronger in the VEGF-B TG than in WT hearts in accordance with the Western blot results presented in Figure 4D. CyclinD1 was one of the most upregulated genes in the TG hearts. Immunostaining showed that it was highly expressed in endothelial cells in TG rats, but only a few positive cells were found in WT hearts. Scale bar 50 μ m.

# Supplementary material for: VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart
**Source:** EMBO Mol Med. 2014 Jan 21;6(3):307–21. doi: 10.1002/emmm.201303147
**Supplement:** Supplementary file 5

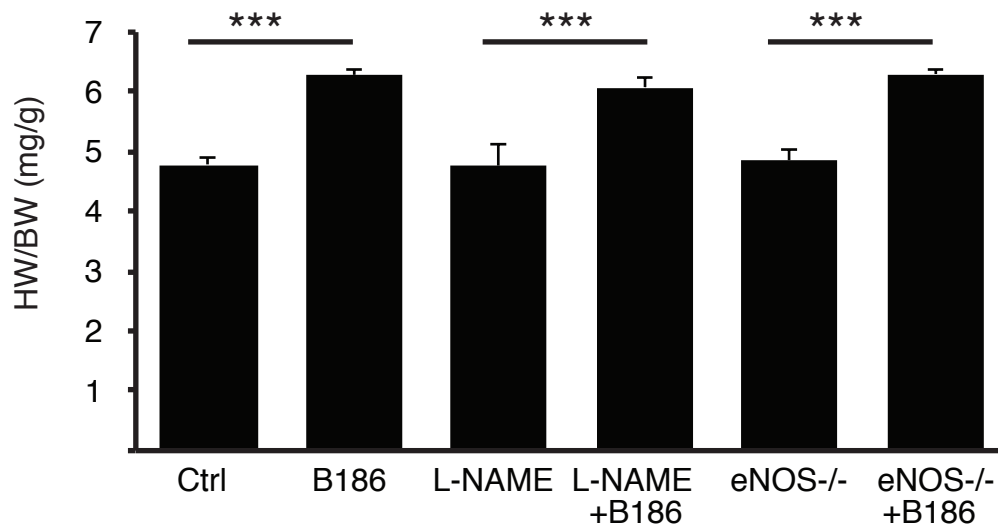

Supporting Information Figure 5. The VEGF-B-induced cardiac hypertrophy is not dependent on NOS activity. AAV-VEGF-B186 treatment for 4 weeks induced similar cardiac growth in mice treated with the NOS inhibitor L-NAME or deficient of eNOS as in the WT mice. Data is shown as mean $\pm$ S.E.M (one-way ANOVA with LSD post hoc test). ***P<.0001.

# Supplementary material for: VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart
**Source:** EMBO Mol Med. 2014 Jan 21;6(3):307–21. doi: 10.1002/emmm.201303147
**Supplement:** Supplementary file 6

Glycogenolysis

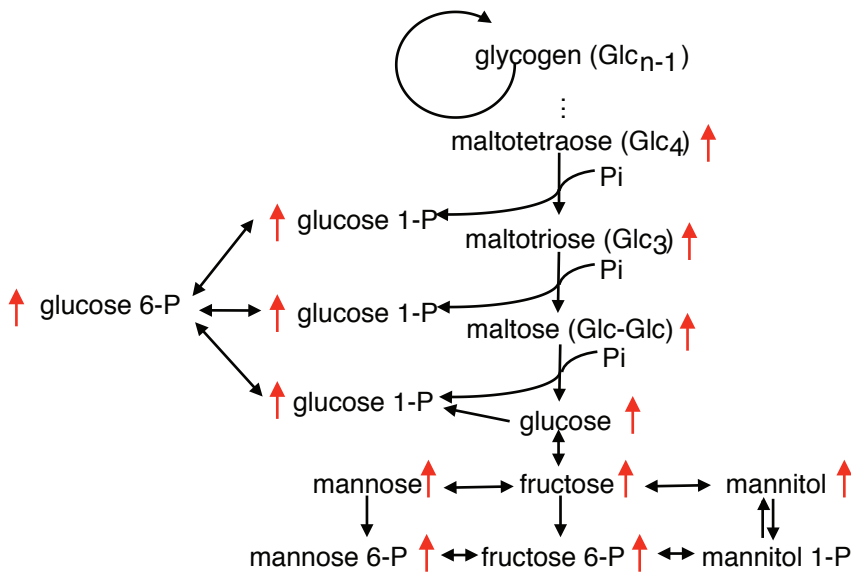

Mitochondrial fatty acid uptake

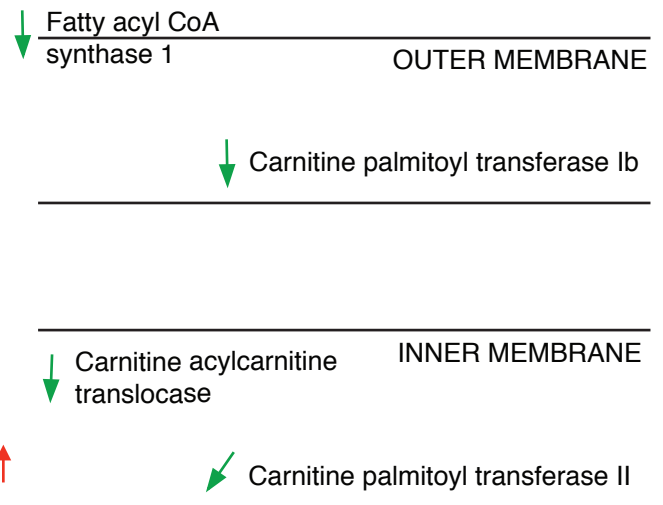

Glycolysis

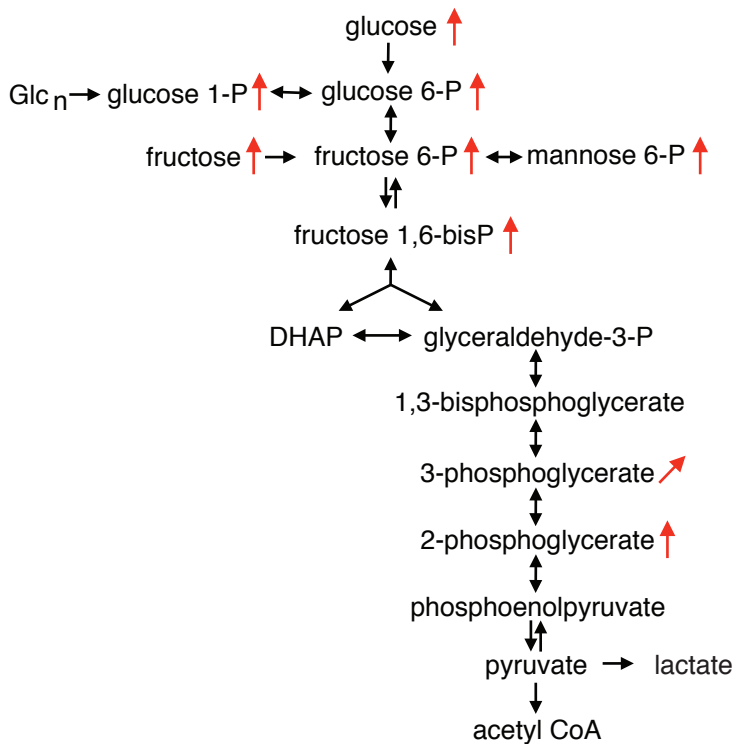

Beta-oxidation

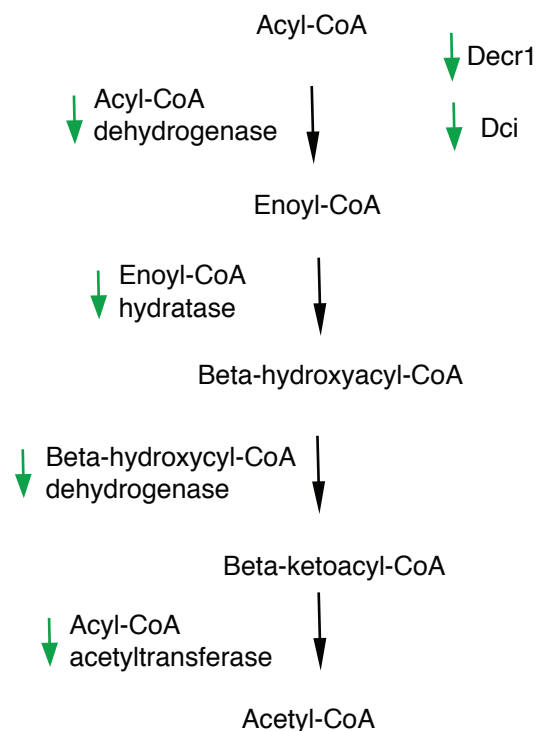

TCA cycle (no change)

Supporting Information Figure 6. A schematic presentation of the metabolic shift from lipid oxidation to glucose utilization in the VEGF-B TG hearts. The main changes were increased levels of intermediates of glycogen and glucose breakdown in metabolomics analyses and reduced expression of genes responsible for mitochondrial fatty acid uptake and oxidation in microarray analysis of the VEGF-B TG hearts.

# Supplementary material for: VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart
**Source:** EMBO Mol Med. 2014 Jan 21;6(3):307–21. doi: 10.1002/emmm.201303147
**Supplement:** Supplementary file 7

Supporting Information Table 1. Echocardiography of cardiac dimensions of 20-22-month-old VEGF-B TG and WT rats. EF, ejection fraction; FS, fractional shortening; SV, stroke volume; EDV, end-diastolic volume; ESV, end-systolic volume; LVIDs, left ventricular internal diameter in systole; LVIDd, left ventricular internal diameter in diastole; LVPWTs, left ventricular posterior wall thickness in systole; LVPWTd, left ventricular posterior wall thickness in diastole; Data is shown as mean $\pm$ S.E.M (Student's t-test); * $P < .05$; $N = 4 + 7$.

	WT	TG
EF (%)	88.18 $\pm$ 2.07	87.22 $\pm$ 3.17
FS (%)	54.58 $\pm$ 3.51	53.41 $\pm$ 4.77
SV (ml)	0.53 $\pm$ 0.02	0.71 $\pm$ 0.07 * $P = .009$
EDV (ml)	0.61 $\pm$ 0.02	0.83 $\pm$ 0.09 * $P = .016$
ESV (ml)	0.07 $\pm$ 0.01	0.11 $\pm$ 0.04
LVIDs (mm)	2.91 $\pm$ 0.24	3.34 $\pm$ 0.36
LVIDd (mm)	6.39 $\pm$ 0.08	7.13 $\pm$ 0.29 * $P = .013$
LVPWTs (mm)	3.34 $\pm$ 0.17	3.23 $\pm$ 0.21
LVPWTd (mm)	2.01 $\pm$ 0.11	1.96 $\pm$ 0.11

Supporting Information Table 2. Significantly (FDR < .05) up- and downregulated genes in both VEGF-B TG and AAV-VEGF-B hearts. Separate Dataset as .xls file.

# Supplementary material for: VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart
**Source:** EMBO Mol Med. 2014 Jan 21;6(3):307–21. doi: 10.1002/emmm.201303147
**Supplement:** Supplementary file 9

VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart

Riikka Kivelä, Maija Bry, Marius R. Robciuc, Markus Räsänen, Miia Taavitsainen, Johanna M.U. Silvola, Antti Saraste, Juha J. Hulmi, Andrey Anisimov, Mikko I. Mäyränpää, Jan H. Lindeman, Lauri Eklund, Sanna Hellberg, Ruslan Hlushchuk, Zhen W. Zhuang, Michael Simons, Valentin Djonov, Juhani Knuuti, Eero Mervaala and Kari Alitalo

---

Review timeline:

Submission date:	08 June 2013
Editorial Decision:	08 July 2013
Revision received:	11 November 2013
Editorial Decision:	28 November 2013
Revision received:	05 December 2013
Accepted:	06 December 2013

Transaction Report:

(Note: With the exception of the correction of typographical or spelling errors that could be a source of ambiguity, letters and reports are not edited. The original formatting of letters and referee reports may not be reflected in this compilation.)

Editor: Roberto Buccione

1st Editorial Decision

08 July 2013

Thank you for the submission of your manuscript to EMBO Molecular Medicine. We have now heard back from the three Reviewers whom we asked to evaluate your manuscript.

You will see that while Reviewer 3 is quite supportive of your work, Reviewers 1 and 2 express a number of concerns that prevent us from considering publication at this time. I will not dwell into much detail, as the evaluations are detailed and self-explanatory and just mention a few main points.

Reviewer 1 suggests that appropriate experimentation is required to clarify whether infarct size and areas at risk are comparable between strains. S/he would also like to see data supporting the claim that excess VEGF-B allowed more VEGF to bind VEGFR-2. Reviewer 1 lists other important issues that require your action. This Reviewer also notes that a therapeutic approach in stressed hearts (or alternatively to show that the pathways are affected in human tissue) is necessary to demonstrate the translational potential of the findings. All in all, Reviewer 1 is specifically concerned about the therapeutic value of the findings. This is especially important for EMBO Molecular Medicine and I would therefore ask you to place a special effort in this respect.

Reviewer 2 recognises that the involvement of VEGFR2 is a novel element but would like to see evidence for the suggestion that VEGFR2 inhibition does not affect VEGFR1-dependent arteriolar growth. S/he would also like to see if the vascular and hypertrophic growth patterns and the ischemia resistance induced by VEGF-B depend on the observed metabolic changes. Reviewer 2 also lists other issues that require your action.

Reviewer 3 would like you to include, as supplementary information, the expression analysis of genes associated with pathological remodelling.

Considering all the above, while publication of the paper cannot be considered at this stage, we would be prepared to consider a substantially revised submission, with the understanding that the Reviewers' concerns must be fully addressed, with additional experimental data where appropriate and that acceptance of the manuscript will entail a second round of review.

Please note that it is EMBO Molecular Medicine policy to allow a single round of revision only and that, therefore, acceptance or rejection of the manuscript will depend on the completeness of your responses included in the next, final version of the manuscript.

As you know, EMBO Molecular Medicine has a "scooping protection" policy, whereby similar findings that are published by others during review or revision are not a criterion for rejection. However, I do ask you to get in touch with us after three months if you have not completed your revision, to update us on the status. Please also contact us as soon as possible if similar work is published elsewhere.

I look forward to seeing a revised form of your manuscript as soon as possible.

***** Reviewer's comments *****

Referee #1 (Remarks):

Kivelä and colleagues studied the role of VEGF-B in cardiac metabolism and suggest a therapeutic potential for their findings. Although the observed phenotype is striking and therapeutic potential might be present, this is not yet clear from the current experiments.

Major comments:

- Already at baseline, these animals have an increased coronary vasculature are there any difference in cardiac contractile performance before surgery. Is there a difference in number of arterioles per single cardiomyocyte?
- Upon MI, IS is reduced as % of the LV at 4 weeks, but are IS and area at risks (AAR) comparable upon acute MI since the perfusion structure is different between the strains. For this, TTC staining and Evans blue dye infusion experiments are essential at e.g. 24 or 48 hours. Differences in these areas could explain downstream effects on oxygen consumption and fibrosis as well.
- "To study the arterial and metabolic phenotype" (page 7) as stated by the authors, but not clear why they make this statement, since they only demonstrated the perfusion defect. In the same paragraph they refer to echographic data that could not be found in the manuscript?
- Not clear what the mechanism is of the VEGF-B overexpression in myocytes, the increased growth in arterial bed and subsequent hypertrophic myocyte response? What are normal levels of VEGF-B in cardiomyocytes and what is the level of upregulation in the TG and AAV approach? The use of the VEGF-B KO animals is not a myocyte specific approach, so redundant for the understandings. Not providing detailed analysis as well would suggest to remove this part of the paper.
- How did the inflammatory response differ in the acute setting of MI, on long term (assumed since this was not clearly stated in the paper and figures not presented) there was no difference.
- Relative few genes were up- and down regulated, compared to the observed massive phenotypes? How can the authors explain this?
- Page 10: "suggesting that an excess of VEGF-B allowed more VEGF to bind to and activate VEGFR-2", this is purely speculative and needs more mechanistic follow-up.
- Metabolic shift that is now studied in vivo, should be accompanied by analysis in stressed hearts and a more detailed analysis in vitro. In which a better controlled environment could be mimicked/studied to see the myocyte differences because shifts in metabolic usage could be explained by several mechanisms.
- Since other reports demonstrated an effect of cardiomyocyte apoptosis, this should be included in the short term analysis as indicated above.
- From current data, it is not clear whether the increased glycolysis is direct effect of the TG or just a

consequence of the better perfused hearts and therefore more healthy tissue and oxygen supply. As indicated in the last part of the discussion, the therapeutic potential is a novel idea but should be tested in a cardiac stress model.

Minor comments:

- Please provide Maximal exercise capacity in a figure (page 6)
- The readability of the paper would definitely improve by using chronological order and correct referring of the figures in the text. This should be improved.
- Upon AAV injection, cardiomyocytes did not show a significant hypertrophic response, please remove the suggestive sentence (tended). Please provide a similar quantification of the vessel diameters as in fig 1, this would allow a direct comparison of the approaches.
- Supple 5 A, please provide a quantification for the different stainings.
- "Gene Set Enrichment Analysis (GSEA) of unfiltered data from both the TG and AAV sample sets confirmed this result (Fig. 6A, B) (page 12)." Please provide a single heat map and not two different figures, that will allow a better comparison of individual genes.
- Discussion should be shortened.

Referee #2 (Comments on Novelty/Model System):

The authors are able to show a vector-based VEGF-B therapy which significantly decreases the extent of myocardial infarction without serious side effects, which are known for e.g. VEGF-A. The therapeutic approach is backed by transgene and knockout rat experiments. Moreover, meticulous metabolic analysis revealed a novel signature trait of VEGF-B treated hearts: a switch from lipolysis to more glycolytic metabolism

Referee #2 (Remarks):

The manuscript of Kivelä, Alitalo et al. describes the role of VEGF-B in vascular growth and metabolic alterations of the ischemic heart. To this purpose, cardiomyocyte specific VEGF-B transgene and knockout rats and recombinant adeno-associated (rAAV)-mediated VEGF-B overexpression were used.

The authors reveal an increase in arteriogenesis, in particular of the small arterioles (<100µm diameter). 4 weeks after induction of myocardial infarction by permanent LAD ligation, infarct size was smaller, whereas perfusion and oxygen consumption of the infarcted and border zone areas were larger in the VEGF-B transgenic rat hearts. Capillary diameters were found larger, but capillary per cardiomyocyte ratio was not increased two months after systemic rAAV-VEGF-B transduction.

With respect to angiogenic signaling, Notch signaling as well as Erk1/2/Akt/mTor1 pathways were found activated after VEGF-B exposure. Blocking VEGFR2 with a soluble VEGFR2-rAAV blocked VEGF-B-mediated capillary enlargement, but not hypertrophy. Metabolically, VEGF-B enhancement reduces fatty acid degradation, whereas fatty acid synthase was specifically increased. Fatty acid uptake, however, appeared unaltered among wildtype and transgenic as well as knockout hearts and peripheral muscles, although Fatp4 was increased in VEGF-B transgenic hearts. This interesting and well-organized manuscript extends previous papers focusing on VEGF-B induced vascular growth in hearts subjected to chronic coronary occlusion. Here, a particular protection is provided by VEGF-B. On the other hand, the interplay of vascular growth, hypertrophy and metabolism renders some issues to be further clarified.

#1. The main vascular effect of VEGF-B (transgenic or rAAV-transduced) on the vascular tree is arteriolar and arterial growth, which yields a distinct protection against coronary occlusion, most likely due to improved collateralization (Fig.1&2). Is the same extent of cardioprotection provided by rAAV-VEGF-B or is a step provided by VEGF-B overexpression during embryonic development essential?

#2. The involvement of VEGFR2 is a novel signaling element, since in former papers, mostly VEGFR1 seemed involved (Bry et al., Circ 2010; Zentilin et al., FASEB J 2010). Of note, VEGFR2 is involved only in vascular growth without affecting hypertrophy, which was previously correlated to VEGFR1 signaling. Since the authors show that VEGFR2 is not present in the coronary arteries, but expressed in capillaries, this lateralization suggests that VEGFR2 inhibition does not affect the

VEGFR1-dependent arteriolar growth. Is there evidence for this suggestion?

#3. The authors show that fatP4 is increased (Fig.6F), but question its role as a fatty acid importer. Is the result of Fig.7 (uptake of radioactive-labeled fatty acids) also present after shorter exposure of VEGF-B (e.g. rAAV-VEGF-B for 14 d?)

#4. Along the same lines, is the vascular and hypertrophic growth pattern as well as the ischemia resistance induced by VEGF-B depending on the metabolic changes the authors observed (enhanced glucose catabolization and decreased lipid oxidation)? Moreover, is the cardioprotection provided in Fig.2 requiring the metabolic alterations?

Minor:

#1: Suppl. Fig. 2 contains information which should be displayed in the main paper.

Referee #3 (Remarks):

This is an excellent article describing the effects of VEGF-B overexpression or deficiency in the adult rat heart. The authors used cardiomyocyte-specific transgene expression, gene targeting, or virus-mediated gene transfer to overexpress or to inactivate the VEGF-B gene in rats, and studied the effects of this manipulation in physiological and pathological conditions. They show that VEGF-B TG rats develop enhanced functional coronary vasculature, resulting in protection of the heart from ischemic damage. On the other hand, hearts of VEGF-B deficient rat had a normal vasculature. AAV-mediated VEGF-B overexpression had similar effects as the VEGF-B transgene. Then the authors go on to study the mechanisms of action of VEGF-B in the heart. They show that VEGF-B increases VEGF-A signaling via VEGFR-2, identify downstream signaling pathways and report metabolic changes indicative of a reprogramming of cardiomyocyte metabolism. The authors conclude that VEGF-B could be used to improve cardiac function in ischemic heart disease.

The results are convincing and support the conclusions drawn. Overall, the study is of high technical quality and has important medical implications. Similar studies were previously performed in mice, however, as pointed out by the authors, certain effects such as arteriogenesis occurred only in rats. This finding may turn out to be relevant for therapy. The analysis of the mechanisms of VEGF-B action provides novel and helpful information.

I have only a minor point of criticism:

- the results of the expression analysis of genes associated with pathological remodeling, referred to as data not shown (page 7), should be included as supplementary information.

1st Revision - authors' response

11 November 2013

We thank the reviewers for their constructive criticism and valuable comments. We have addressed these below point by point.

In addition, as the editor suggested, we have also acquired human samples to evaluate clinical significance of our findings. VEGF-B expression was significantly decreased in ischemic and dilated heart disease in humans in two separate data sets (one from Leiden and one from Helsinki). This data has been added to the manuscript.

Comments from Reviewer #1:

Kivelä and colleagues studied the role of VEGF-B in cardiac metabolism and suggest a therapeutic potential for their findings. Although the observed phenotype is striking and therapeutic potential might be present, this is not yet clear from the current experiments.

Major comments:

Already at baseline, these animals have an increased coronary vasculature are there any difference in cardiac contractile performance before surgery. Is there a difference in number of arterioles per single cardiomyocyte?

The contractile performance in young rats has been studied in our previous publication, Bry et al. Circulation 2010. There were no differences in the ejection fraction or fractional shortening between the TG and WT rats. This was also the case in the old (20-22 mo) rats presented in this study. The number of arterioles in TG rats is increased 2-3 fold depending on their size (2D microCT quantification). Since the increase in cardiomyocyte size and heart weight was about 20-30% (Bry et al, 2010), this indicated an increased arteriole/cardiomyocyte-ratio. An earlier report has also shown that VEGF-B does not induce CMC proliferation (Zentilin et al. 2010). Thus, the arteriole/CMC – ratio is increased in TG rats, which has now been added to the results section on page 6.

Upon MI, IS is reduced as % of the LV at 4 weeks, but are IS and area at risks (AAR) comparable upon acute MI since the perfusion structure is different between the strains. For this, TTC staining and Evans blue dye infusion experiments are essential at e.g. 24 or 48 hours. Differences in these areas could explain downstream effects on oxygen consumption and fibrosis as well.

This is an important point. We have now included an additional MI experiment, where although the area-at-risk was not significantly changed, the TG hearts tended to have smaller infarct areas already 24h after MI, indicating that the VEGF-B –induced effects on vessel remodelling and metabolism protected the cardiomyocytes from ischemia. This has been added to page 8 of the Results and Discussion and to Figure 2(H and I).

"To study the arterial and metabolic phenotype" (page 7) as stated by the authors, but not clear why they make this statement, since they only demonstrated the perfusion defect. In the same paragraph they refer to echographic data that could not be found in the manuscript ?

We apologize for the confusing statement, which we have now revised accordingly as: "To study if the increased vasculature seen in the VEGF-B TG rats provides protection from ischemic myocardial damage, TG and WT rats were subjected to experimental myocardial infarction (MI)". We have also included the echocardiographic data in Supp. Figure 2. This data was not included in the previous version, as the cardiac performance in younger rats has already been published.

Not clear what the mechanism is of the VEGF-B overexpression in myocytes, the increased growth in arterial bed and subsequent hypertrophic myocyte response? What are normal levels of VEGF-B in cardiomyocytes and what is the level of up regulation in the TG and AAV approach? The use of the VEGF-B KO animals is not a myocyte specific approach, so redundant for the understandings. Not providing detailed analysis as well would suggest to remove this part of the paper.

The endogenous expression of VEGF-B among different tissues is the highest in the heart (cardiomyocytes). This has now been mentioned in the Introduction (page 3). The level of up regulation varies between the transgenic lines and due to the transduction efficiencies in AAV experiments (20-100 fold increase in mRNA expression, we do not have working antibody for rat endogenous VEGF-B to calculate the level of up regulation) From a therapeutic point of view it is important that, in contrast to other VEGF family members, even high amounts of VEGF-B are safe, whereas high levels of e.g. VEGF-A and VEGF-C are toxic, thus providing a much smaller therapeutic window. This has now been added to the discussion on page 21.

This is the first model of VEGF-B gene deletion in rats, and we believe this result should be included when considering VEGF-B as a therapeutic molecule. The analysis of myocardial infarctions in KO rats is not as extensive as in TG rats, as no significant differences could be found. It is not conceivable at this time to create a cell-specific conditional VEGF-B KO model in rats. The main reason for including this model in our manuscript was to compare the metabolic effects to those in the TG and WT rats, and also to previously published findings in KO mice, which we were not able to reproduce.

How did the inflammatory response differ in the acute setting of MI, on long term (assumed since this was not clearly stated in the paper and figures not presented) there was no difference.

We have now included analysis of both acute and long-term inflammatory response after MI. In the infarct/border zone there were no differences between the genotypes, but CD68 was up regulated in the TG remote myocardium compared to WT four weeks after MI. However, at 24h there was no differences. This has been added to the Results (page 8).

Relative few genes were up- and down regulated, compared to the observed massive phenotypes? How can the authors explain this?

The number of affected genes depends on the filtering criteria in the bioinformatics analyses. Using the FDR value <0.05 there were 2012 genes changed, with FDR <0.01 1151 genes and with FDR<0.001 522 genes in TG versus WT hearts. 

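In AAV-VEGF-B against AAV-HSA hearts, the 535 probes that passed at an adjusted p under 0.05 fell to 217 at 0.01, of which 200 were higher and 17 lower, and to 72 at 0.001, of which 70 were higher and 2 lower (limma, n = 6 hearts per group). The 72 included the vessel genes Tie1, Col4a1 and Emcn, cyclin D1 and the cyclin-dependent kinase gene Cdk1 (log2 change 1.14, SE 0.13, adjusted p = 0.00019). The 2 lower ones at 0.001 were Gzmc and, named after its value was seen, Adhfe1 (adjusted p = 0.00099). At 0.001 the females alone gave 5 probes, all higher, and the males alone 0 (1174 at an unadjusted p under 0.05).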

In AAV-studies, the numbers were a bit lower, but the affected genes were very similar as shown in the manuscript. For the DAVID analyses, we used stringent criteria to avoid false positive results. In GSEA analyses we have used the whole normalized data set without any set cut-off criteria beforehand. With both approaches, similar pathways and gene clusters were obtained, confirming the findings.

Page 10: "suggesting that an excess of VEGF-B allowed more VEGF to bind to and activate VEGFR-2", this is purely speculative and need more mechanistic follow-up.

This mechanism has now been published by Anisimov et al. in Science Signaling (The basis for the distinct biological activities of vascular endothelial growth factor receptor-1 ligands, July 2013). These results showed that VEGF-B does not activate VEGFR-2, and that mode of binding of VEGF-B to VEGFR-1 differs significantly from that of PlGF (and VEGF).

Metabolic shift that is now studied in vivo, should be accompanied by analysis in stressed hearts and a more detailed analysis in vitro. In which a better controlled environment could be mimicked/studied to see the myocyte differences because shifts in metabolic usage could be explained by several mechanisms.

This is also a very important point. We have now performed an ischemia/reperfusion experiment together with mitochondrial function analyses using different substrates. These results provide strong evidence that VEGF-B protects cardiomyocyte mitochondria from I/R stress, since mitochondrial complex I activity was significantly improved in ischemic TG hearts compared to WT hearts (no difference in the basal state). Complex I function is well known to be affected in ischemic heart diseases and heart failure.

Since other rapports demonstrated an effect of cardiomyocyte apoptosis, this should be included in the short term analysis as indicated above.

This is related to the previous question and answer, and we believe that the mitochondrial protection seen in our study explains the reduced apoptosis seen in earlier studies.

From current data, it is not clear whether the increased glycolysis is direct effect of the TG or just a consequence of the better perfused hearts and therefore more healthy tissue and oxygen supply. As indicated in the last part of the discussion, the therapeutic potential is a novel idea but should be tested in a cardiac stress model.

It is clear from our results that VEGF-B affects both the vasculature as well as cardiomyocytes, where the former occurs mainly via enhanced VEGF signalling through VEGFR-2, and the latter via VEGF-B-VEGFR-1 signalling. Whether the metabolic changes are direct effects of VEGF-B on metabolic pathways or secondary effects of cardiomyocyte growth, is very difficult to distinguish. Our short term AAV-experiments suggest that the vasculature effects come first and metabolic effects follow later, as we did not see metabolic changes after 2 weeks of VEGF-B expression, when the angiogenic response was already detectable. However, our data from both the infarcted hearts and the old rats support the idea that increased glucose oxidation is rather favourable than detrimental to the heart. This was further supported by the added I/R experiment showing protection from mitochondrial damage.

Minor comments:

Please provide Maximal exercise capacity in a figure (page 6)

This has now been added to the Supplemental Figure 1C, and D.

The readability of the paper would definitely improve by using chronological order and correct referring of the figures in the text. This should be improved.

We have now revised the order of the panels in the Figures and corresponding text in results to improve the readability.

Upon AAV injection, cardiomyocytes did not show a significant hypertrophic response, please remove the suggestive sentence (tended).

We thank the reviewer for this comment; the sentence has now been revised accordingly.

Please provide a similar quantification of the vessel diameters as in fig 1, this would allow a direct comparison of the approaches.

We have now included this quantification in Fig. 4.

Supple 5 A, please provide a quantification for the different stainings.

Quantification for pS6 and pERK has been performed with Western blotting, which we believe to be more reliable than quantification from IHC. IHC was used to show the localization (now SFig. 4C). Quantification for cyclinD1 was done from mRNA (shown in SFig.1)

"Gene Set Enrichment Analysis (GSEA) of unfiltered data from both the TG and AAV sample sets confirmed this result (Fig. 6A, B) (page 12)." Please provide a single heat map and not two different figures, that will allow a better comparison of individual genes.

This figure has now been revised accordingly.

Discussion should be shortened.

The discussion has now been shortened. However, this is an extensive analysis and it is necessary to discuss the many important (and also some conflicting) results in this paper.

Referee #2 (Comments on Novelty/Model System):

The authors are able to show a vector-based VEGF-B therapy which significantly decreases the extent of myocardial infarction without serious side effects, which are known for e.g. VEGF-A.

The therapeutic approach is backed by transgene and knockout rat experiments. Moreover, meticulous metabolic analysis revealed a novel signature trait of VEGF-B treated hearts: a switch from lipolysis to more glycolytic metabolism

Referee #2 (Remarks):

The manuscript of Kivela, Alitalo et al. describes the role of VEGF-B in vascular growth and metabolic alterations of the ischemic heart. To this purpose, cardiomyocyte specific VEGF-B transgene and knockout rats and recombinant adeno-associated (rAAV)-mediated VEGF-B overexpression were used.

The authors reveal an increase in arteriogenesis, in particular of the small arterioles (<100µm diameter). 4 weeks after induction of myocardial infarction by permanent LAD ligation, infarct size was smaller, whereas perfusion and oxygen consumption of the infarcted and border zone

areas were larger in the VEGF-B transgenic rat hearts. Capillary diameters were found larger, but capillary per cardiomyocyte ratio was not increased two months after systemic rAAV-VEGF-B transduction.

With respect to angiogenic signalling, Notch signalling as well as Erk1/2/Akt/mTorC1 pathways were found activated after VEGF-B exposure. Blocking VEGFR2 with a soluble VEGFR2-rAAV blocked VEGF-B-mediated capillary enlargement, but not hypertrophy. Metabolically, VEGF-B enhancement reduces fatty acid degradation, whereas fatty acid synthase was specifically increased. Fatty acid uptake, however, appeared unaltered among wild type and transgenic as well as knockout hearts and peripheral muscles, although Fatp4 was increased in VEGF-B transgenic hearts.

This interesting and well-organized manuscript extends previous papers focusing on VEGF-B induced vascular growth in hearts subjected to chronic coronary occlusion. Here, a particular protection is provided by VEGF-B. On the other hand, the interplay of vascular growth, hypertrophy and metabolism renders some issues to be further clarified.

#1. The main vascular effect of VEGF-B (transgenic or rAAV-transduced) on the vascular tree is arteriolar and arterial growth, which yields a distinct protection against coronary occlusion, most likely due to improved collateralization (Fig.1&2). Is the same extent of cardioprotection provided by rAAV-VEGF-B or is a step provided by VEGF-B overexpression during embryonic development essential?

We thank the reviewer for the constructive comments. AAV-VEGF-B was able to induce arteriogenesis similarly to what was seen in transgenic rats, although not to the same extent, indicating that overexpression during embryonic development is not essential, but rather that the expression level and duration makes the difference. VEGF-B is highly expressed in the heart endogenously, but not required for embryonic or postnatal development. The phenotype in TG rats is stronger than in AAV-VEGF-B rats, but the phenotype and gene expression changes are very similar. The AAV-VEGF-B -induced arterial expansion analysed by microCT has now been included (Fig. 4) similarly as the TG data in Fig.1.

#2. The involvement of VEGFR2 is a novel signalling element, since in former papers, mostly VEGFR1 seemed involved (Bry et al., Circ 2010; Zentilin et al., FASEB J 2010). Of note, VEGFR2 is involved only in vascular growth without affecting hypertrophy, which was previously correlated to VEGFR1 signalling. Since the authors show that VEGFR2 is not present in the coronary arteries, but expressed in capillaries, this lateralization suggests that VEGFR2 inhibition does not affect the VEGFR1-dependent arteriolar growth. Is there evidence for this suggestion?

We have now analysed the expression of Dll4 as an arterial marker in the sVEGFR-2 experiment. AAV-VEGF-B induced a significant increase in Dll4 expression compared to the empty vector, but when combined with AAV-sVEGFR-2 there was no significant change, indicating the involvement of VEGFR-2 also in the VEGF-B –induced arteriogenesis. It has been suggested that there is signalling between capillaries and their proximal arteries and also a role for VEGFR-2 in arteriogenesis has been reported (e.g. Lanahan AA, DevCell 2010). This result has been added to the text on page 12.

#3. The authors show that fatP4 is increased (Fig.6F), but question its role as a fatty acid importer. Is the result of Fig.7 (uptake of radioactive-labelled fatty acids) also present after shorter exposure of VEGF-B (e.g. rAAV-VEGF-B for 14 d?)

We have now analysed both fatty acid and glucose uptake after 14 days of AAV-VEGF-B expression and did not observe any significant differences between VEGF-B transduced and control rats. At this time point there were also no changes in Fatp4 or other metabolic gene expressions yet, together suggesting that metabolic changes develop later than the vascular effects. This result has been added to page 14.

#4. Along the same lines, is the vascular and hypertrophic growth pattern as well as the ischemia resistance induced by VEGF-B depending on the metabolic changes the authors observed (enhanced glucose catabolization and decreased lipid oxidation)? Moreover, is the cardioprotection provided in Fig.2 requiring the metabolic alterations?

We have shown that the vascular and hypertrophic changes occur prior to metabolic changes (Results, pages 14-15). The metabolic alterations are very complex, thus it is not conceivable that we can dissect their role in the cardioprotection in vivo. However, it is known that activation of fatty acid metabolism actually results in contractile failure in the hypertrophied rat heart, whereas drugs favouring glucose oxidation can protect the ischemic heart. This discussion has been elaborated on page 19-20.

Minor:

#1: *Suppl. Fig. 2 contains information which should be displayed in the main paper.*

Based on the comments of reviewer #1, we have performed additional MI and ischemia/reperfusion experiments, which are now included in the manuscript. Thus, we believe that the data presented in SFig.2 is secondary to the changes observed. However, we are willing to move some data if the reviewer still finds it necessary.

Referee #3 (Remarks):

This is an excellent article describing the effects of VEGF-B overexpression or deficiency in the adult rat heart. The authors used cardiomyocyte-specific transgene expression, gene targeting, or virus-mediated gene transfer to overexpress or to inactivate the VEGF-B gene in rats, and studied the effects of this manipulation in physiological and pathological conditions. They show that VEGF-B TG rats develop enhanced functional coronary vasculature, resulting in protection of the heart from ischemic damage. On the other hand, hearts of VEGF-B deficient rat had a normal vasculature. AAV-mediated VEGF-B overexpression had similar effects as the VEGF-B transgene. Then the authors go on to study the mechanisms of action of VEGF-B in the heart. They show that VEGF-B increases VEGF-A signalling via VEGFR-2, identify downstream signalling pathways and report metabolic changes indicative of a reprogramming of cardiomyocyte metabolism. The authors conclude that VEGF-B could be used to improve cardiac function in ischemic heart disease.

The results are convincing and support the conclusions drawn. Overall, the study is of high technical quality and has important medical implications.

Similar studies were previously performed in mice, however, as pointed out by the authors, certain effects such as arteriogenesis occurred only in rats. This finding may turn out to be relevant for therapy. The analysis of the mechanisms of VEGF-B action provides novel and helpful information.

I have only a minor point of criticism:

- the results of the expression analysis of genes associated with pathological remodelling, referred to as data not shown (page 7), should be included as supplementary information.

We thank the reviewer for the encouraging comments. The suggested data have now been included in Supplementary Figure 1.

2nd Editorial Decision

28 November 2013

Thank you for the submission of your revised manuscript to EMBO Molecular Medicine. We have now received the enclosed reports from the Reviewers who were asked to re-assess it. As you will see the Reviewers are now fully supportive and I am pleased to inform you that we will be able to accept your manuscript pending the following final minor amendments and requests:

1) As per our Author Guidelines, the description of all reported data that includes statistical testing must state the name of the statistical test used to generate error bars and P values, the number (n) of independent experiments underlying each data point (not replicate measures of one sample), and the

actual P value for each test (not merely 'significant' or ' $P < 0.05$ ').

2) Please provide higher resolution images for Figures 5 and 7. I refer specifically to the blots in Figure 5D (bottom 5 strips) and Fig. 7D. You will notice that the protein bands become noticeably blocky when you zoom in.

3) We would need a short list (up to 5) of bullet points that summarize the key NEW findings in your work. The bullet points (in the third person) should be designed to be complementary to the abstract and will be used online in our new platform (coming January 2014).

4) We are now encouraging the publication of source data, particularly for electrophoretic gels and blots, with the aim of making primary data more accessible and transparent to the reader. Would you be willing to provide a PDF file per figure that contains the original, uncropped and unprocessed scans of all or at least the key gels used in the manuscript? The PDF files should be labeled with the appropriate figure/panel number, and should have molecular weight markers; further annotation may be useful but is not essential. The PDF files will be published online with the article as supplementary "Source Data" files. If you have any questions regarding this just contact me.

Finally, I thought you might like to know that I have commissioned a Closeup article on your work. Closeups are short commentaries (our version of News and Views) designed to emphasize the novelty and broader implications of selected articles. We will be including the Closeup piece and your article in the same issue (to be determined).

I look forward to receiving the final version of your manuscript as soon as possible.

***** Reviewer's comments *****

Referee #1 (Remarks):

I would like to thank the authors for addressing point-to-point my comments in detail and think the manuscript improved drastically. I have no further comments.

Referee #2 (Remarks):

The revised manuscript has substantially improved and answered my major and minor points.

2nd Revision - authors' response

05 December 2013

We have now made the corrections that you asked to complement the manuscript.

We have added 5 bullet points to supplement the abstract.

We had exact p-values in the text already, and we have now added these also to the figures/figure legends mentioning the statistical test used.

We have optimized the quality of the blots in Figures 5 and 7. Unfortunately, for some proteins it was impossible to get perfect images, because the original signal was low and thus the exposure time long. A CCD camera was used for signal detection, which for low signals is not as sensitive as the films (e.g. as used in Fig. 5B). However, we believe that the message is clear enough when presented together with the quantifications.

# Supplementary material for: VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart
**Source:** EMBO Mol Med. 2014 Jan 21;6(3):307–21. doi: 10.1002/emmm.201303147
**Supplement:** Supplementary file 10

Supporting Information Table 3. Functional annotation clustering of 244 genes upregulated in both VEGF-B TG and AAV-VEGF-B hearts. Analysis was performed using the DAVID bioinformatics resource. The top three clusters are shown with enrichment scores. Count indicates the number of genes in each category and Benjamini controls the false discovery rate.

**Annotation<br>Cluster 1**	**Enrichment<br>Score 4.28**	**Count**	**P-value**	**Benjamini**
GOTERM_BP_FAT	vasculature development	15	1.38E-05	0.005
GOTERM_BP_FAT	blood vessel morphogenesis	13	2.41E-05	0.006
GOTERM_BP_FAT	blood vessel development	14	4.43E-05	0.009
GOTERM_BP_FAT	angiogenesis	9	5.53E-04	0.026
**Annotation<br>Cluster 2**	**Enrichment<br>Score 3.84**			
GOTERM_BP_FAT	regulation of calcium ion transport	11	4.74E-08	4.96E-05
GOTERM_BP_FAT	regulation of metal ion transport	11	5.49E-07	3.84E-04
GOTERM_BP_FAT	regulation of ion transport	11	1.89E-06	9.89E-04
**Annotation<br>Cluster 3**	**Enrichment<br>Score 3.64**			
GOTERM_MF_FAT	actin binding	16	5.14E-07	1.97E-04
GOTERM_MF_FAT	cytoskeletal protein binding	20	1.14E-06	2.19E-04
SP_PIR_KEYWORD<br>S	cytoskeleton	19	2.32E-06	5.37E-04
GOTERM_CC_FAT	cytoskeleton	33	2.36E-05	0.002

# Supplementary material for: VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart
**Source:** EMBO Mol Med. 2014 Jan 21;6(3):307–21. doi: 10.1002/emmm.201303147
**Supplement:** Supplementary file 11

Supporting Information Table 4. 

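Of the 40 genes that Table S2 lists as downregulated in both models, 39 were matched to a tested probe, 36 of them by accession and the others by symbol, and Mcat was not matched. On the arrays of AAV-VEGF-B and AAV-HSA hearts 22 of the 39 were lower, 0 higher and 17 did not pass the test (limma, n = 6 hearts per group; 38 were lower and 0 higher at an unadjusted p under 0.05, and 38 lower when adjusted over the list alone). The study chose these genes in part on these hearts, so their direction is not independent evidence. The median log2 change was -0.33. Beside Decr1 and Aqp7, the larger falls included that of Adhfe1, a mitochondrial transhydrogenase (-0.53, SE 0.08), named here after its value was seen. Of the 39 genes, 8 belong to the list of fatty acid degradation genes and 6 of these were lower. Tpi1, matched by symbol, changed by 0.03 (SE 0.07, adjusted p = 0.86). The number of lower genes was 37 with the authors' normalized values, 2 with median scaling, 11 without AAV-VEGF-B replicate 1, 13 without AAV-VEGF-B replicate 5 and 14 without AAV-HSA replicate 6. The call of Decr1 was lost with median scaling (adjusted p = 0.080).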

Functional annotation clustering of 40 genes downregulated in both VEGF-B TG and AAV-VEGF-B hearts. The top three clusters are shown with enrichment scores. Count indicates the number of genes in each category, and Benjamini controls the false discovery rate.

**Annotation<br>Cluster 1**	**Enrichment<br>Score 7.25**	**Count**	**P-value**	**Benjamini**
GOTERM_BP_FAT	fatty acid<br>metabolic<br>process	13	9.53E-15	3.72E-12
SP_PIR_KEYWORDS	peroxisome	6	1.08E-06	3.25E-05
GOTERM_CC_FAT	peroxisome	6	4.15E-06	1.41E-04
GOTERM_CC_FAT	microbody	6	4.15E-06	1.41E-04
**Annotation<br>Cluster 2**	**Enrichment<br>Score 5.90**			
GOTERM_BP_FAT	fatty acid<br>metabolic<br>process	13	9.53E-15	3.72E-12
SP_PIR_KEYWORDS	mitochondrion	14	3.64E-10	3.28E-08
GOTERM_CC_FAT	mitochondrion	17	2.91E-08	1.98E-06
SP_PIR_KEYWORDS	transit peptide	9	1.37E-06	3.09E-05
**Annotation<br>Cluster 3**	**Enrichment<br>Score 4.20**			
GOTERM_BP_FAT	fatty acid<br>oxidation	5	2.92E-06	5.70E-04
GOTERM_BP_FAT	lipid oxidation	5	2.92E-06	5.70E-04
GOTERM_BP_FAT	lipid<br>modification	5	1.99E-05	0.003
GOTERM_BP_FAT	fatty acid beta-<br>oxidation	4	3.87E-05	0.004

# Supplementary material for: VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart
**Source:** EMBO Mol Med. 2014 Jan 21;6(3):307–21. doi: 10.1002/emmm.201303147
**Supplement:** Supplementary file 12

Supporting Information Table 5. Free long-chain fatty acids in the VEGF-B TG vs. WT hearts. *N*=9+9.

Group	Fatty acid	Fold<br>change<br>(TG<br>vs.WT)	<i>P</i> -<br>value	<i>Q</i> -<br>value
Long-chain fatty acid	nonadecanoate (19:0)	0.75	.0509	.0921
Long-chain fatty acid	10-nonadecenoate (19:1n9)	0.79	.0789	.1142
Long-chain fatty acid	eicosenoate (20:1n9 or 11)	0.61	< .001	.0061
Long-chain fatty acid	dihomo-linoleate (20:2n6)	0.74	.0039	.0256
Long-chain fatty acid	adrenate (22:4n6)	0.72	.0021	.0222
Long-chain fatty acid	docosadienoate (22:2n6)	0.68	.0046	.0256
Long-chain fatty acid	docosatrienoate (22:3n3)	0.71	.0469	.0916
Essential fatty acid	docosapentaenoates (n3 DPA)	0.65	.0012	.0135
Essential fatty acid	docosahexaenoate (22:6n3)	0.66	< .001	.0061
Essential fatty acid	docosapentaenoates (n6 DPA)	0.63	.0028	.0241
Essential fatty acid	dihomo-linolenate (20:3n3 or n6)	0.79	.0033	.0256

# Supplementary material for: VEGF-B-induced vascular growth leads to metabolic reprogramming and ischemia resistance in the heart
**Source:** EMBO Mol Med. 2014 Jan 21;6(3):307–21. doi: 10.1002/emmm.201303147
**Supplement:** Supplementary file 13

Supporting Information Methods

VEGF-B KO rats. VEGF-B gene-deleted rats of Sprague-Dawley background were generated using a zinc-finger nuclease based technique by Sigma Advanced Genetic Engineering Labs, Sigma-Aldrich Biotechnology (St. Louis, Missouri, USA) (Cui et al, 2011; Geurts et al, 2009). A 22-base pair segment of exon 1 of the rat VEGF-B gene was replaced with a bacterial lacZ gene with a nuclear localization signal (Sheikh et al, 2008) (a kind gift from Thomas Quertermous) following the endogenous Kozak sequence (Supplemental Fig. 5). Two founder lines were obtained, and both were used for subsequent analyses. The model was verified by sequencing of the inserted lacZ and junctional regions as well as by quantitative PCR and RT-PCR for VEGF-B. The rats were genotyped by PCR of ear DNA with the primers 5'-CCATGGGACTCTGGCTGCC-3' and 5'-GGTCTGCTTTCTGACAAACTCG-3' and 5'-CACTTCCGCCAACCTTGAGAG-3', of which the second targets the lacZ insert.

Preparation of the recombinant adeno-associated virus vectors and AAV transduction.

Recombinant adeno-associated virus (AAV) vectors (serotype 9) for the expression of human VEGF-B₁₆₇, VEGF-B₁₈₆ and human serum albumin (HSA) transgenes were constructed as previously described (Bry et al, 2010). AAV particles (300 µl at a concentration of 4.5 x 10⁹ virus particles per µl) were injected via a tail vein to Wistar rats. For the male rats, the injection was repeated 10 weeks later. Samples were taken after four (male rats) or two (female rats) months of transgene expression. An additional experiment was performed where VEGF-B was expressed for two weeks.

Blocking VEGF-VEGFR2 signaling with soluble VEGFR-2 *in vivo*. 20 C57Bl/6J mice (5 per group) were injected intraperitoneally with either AAV9-Empty (empty vector), AAV9-mVEGF-B186 + Empty, AAV9-mVEGFR-2(D1-7) + Empty or AAV9-mVEGF-B + AAV9-mVEGFR-2(D1-7) to achieve a similar viral load in all groups (7.0×10^{11} virus particles per mouse). After four weeks of expression, the sera and hearts were collected for the analyses.

NOS blocking experiment *in vivo*. 30 C57Bl/6J mice (5 per group) of which 10 were eNOS^{-/-} mice (JAX laboratories), were injected intraperitoneally with either AAV9-control vector or AAV9-mVEGF-B186 (7.0×10^{11} virus particles per mouse). Ten mice (5 control and 5 VEGF-B) were given L-NAME (0.5g/L) in their drinking water during the whole experiment. Four weeks after the injections, the sera and hearts were collected for analysis.

Semithin serial sectioning and transmission electron microscopy. Six WT and six TG hearts were harvested and fixed in 2.5% (v/v) glutaraldehyde. The hearts were then post-fixed in 1% OsO₄, dehydrated in ethanol, and embedded in epoxy resin. Hearts were separated about 2 mm distal and parallel to the coronary sulcus. Numerous semithin and ultrathin sections were obtained from the left and right ventricle, and from the septum. Sections (80–90 nm thick) were mounted on copper grids coated with polyvinyl formal (Formvar; Fluka, Buchs, Switzerland), stained with lead citrate and uranyl acetate, and viewed with a Philips EM-400 model transmission electron microscope (Djonov et al, 2000).

Microvascular diameter measurements. 2120 microvessels from the WT and 2560 from the TG group were measured taking the smallest possible diameter. Subendocardial (inner 1/3 of the myocardium) vessels were compared with the subepicardial region (outer 1/3 of the myocardium).

Vascular casting. Vascular casts from 6 WT and 8 TG animals were prepared using a standard procedure previously described (Djonov et al, 2000). Briefly, the heart vasculature was perfused with a freshly prepared solution of Mercor® (Vilene Company, Japan) containing 0.1 mL of accelerator per 5 mL of resin. The samples were then coated with gold to a thickness of 10 nm and viewed in a Philips XL-30 SFEG scanning electron microscope.

Echocardiography of 20-22-month old rats. Transthoracic echocardiography was performed under isoflurane anesthesia with an Acuson Sequoia 512 Ultrasound System and an Acuson Linear 15L8 14 MHz transducer (Siemens Medical Solutions, Mountain View, CA, USA).

How the deposited data were processed for this re-analysis (not part of the article)

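Left ventricular RNA of 6 rats given AAV-VEGF-B and 6 given AAV-HSA was measured on 1 bead array each; each group held 3 females after 2 months and 3 males after 4 months. The males had received a repeated injection. The conditions and replicate numbers were taken from the sample labels and the sex and duration from the labels and the supporting methods. The arrays of transgenic and wild-type rats, and of a shorter AAV experiment, were not analysed here.

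The authors deposited a table of probe signal intensities exported from GenomeStudio without normalization, with a detection p-value for each signal, and a table of log2 values. The deposited log2 values differ by at most 0.005 from the log2 of the same signals after quantile normalization without background correction, each column lies closest to its own array, and each column has a median of 7.36. According to the supporting methods, the authors used quantile normalization, empirical Bayes statistics and Benjamini-Hochberg adjustment in Chipster, with DAVID for functional clustering and GSEA on unfiltered normalized data; their background correction and filter are not given in the sources used here. The signals ran from 97.1 to 45492.6, with array medians between 152 and 179.6, and 39.2% to 43.5% of the probes had a detection p under 0.05. The number of arrays, 6 per group, limits the precision. Pairs of arrays correlated at 0.981 to 0.991 on the log2 scale, and no 2 arrays held identical signals.

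The main values were made with neqc in limma 3.58.1 under R 4.3.3: normexp background correction with the detection p-values, an offset of 16, quantile normalization and log2. Probes with a detection p under 0.05 on at least 3 of the 12 arrays were tested, 10281 of 22517. The 2 vectors were compared with lmFit and eBayes without covariates, as in the methods, and p-values were adjusted by Benjamini-Hochberg over the tested probes with a threshold of 0.05. A fit of 4 groups, vector by stratum, gave the change in females, the change in males and the difference between them. Standard errors are those of limma's moderated fit and SDs are over the hearts of a group. Exact permutation tests of single genes used all 924 regroupings of 6 against 6 hearts, are two-sided and cannot give a p under 0.0022. Of the probes on the array, 13787 were paired with 1 gene symbol, 8730 with none here and 0 with several; 13747 of the gene identifiers were found in a RefSeq gene table of rat assembly GRCr8, used for names alone, and 0 symbols differed from it. A gene was given by its tested probe with the highest mean. A probe not above background on any array of a group was given a fold of at least the bright group's mean over the lowest signal above background on each array.

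Before the data were examined, 26 gene lists were written from general knowledge, along with the tests, the alternatives and a rule for the genes to be named. The lists were angiogenesis and blood vessel development, endothelial markers, the Notch pathway, calcium handling, actin binding, fatty acid degradation, fatty acid uptake and storage, fatty acid synthesis, glycolysis and glycogen breakdown, the TCA cycle, the respiratory chain and ATP synthase, branched-chain amino acid degradation, pathological hypertrophy markers, the cell cycle, cytosolic ribosomal proteins, the unfolded protein response and secretory pathway, the interferon response, macrophage and leukocyte markers, smooth muscle and pericyte markers, fibroblast and matrix markers, cardiomyocyte markers, adipocyte markers, red blood cell genes, lymphatic endothelial markers, atrial genes and Y-linked genes. Of the 6 Y-linked genes 0 had a named probe, so the sex of the samples could not be checked. The other 25 lists were tested with camera in limma with a preset correlation between genes of 0.01, two-sided and adjusted over the 25 lists. Of the 15 lists called, 7 were also called with an estimated correlation: angiogenesis, endothelial markers, actin binding, fatty acid degradation, the cell cycle, the unfolded protein response, and smooth muscle and pericyte markers. The paper was at hand when the lists were written. Its themes of vessel growth, Notch signaling, calcium transport, actin binding and fatty acid metabolism came in part from these hearts. Calls of the lists on these themes are therefore not independent evidence. The named genes are those the paper names for these arrays or for the AAV or transgenic hearts, the 15 largest rises and 15 largest falls among called genes with the same sign in both strata, and in each list up to 4 called members with the smallest p; 101 genes were named by it, 98 of them tested and 73 called, 51 higher and 22 lower. Alb, Kdr, Cd68 and Fasn had no named probe, and the probes of Pgf, Slc27a3 and Ptprc were too dim to be tested.

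The steps were tested on simulated data with the spread of the real probes. Among 10281 probes with 6 against 6 arrays, 67 of 100 changed by 0.5 on the log2 scale and 98 of 100 changed by 1 were recovered by the comparison of the vectors, with 6 false calls; the test of the difference between the strata recovered 62 of 100 at 1 and 98 of 100 at 2. With nothing changed 0 probes were called. A list shifted by 0.3 was called and 0 of the 24 other lists were. The simulated probes were drawn independently of each other, so this does not show how camera behaves where the genes of a list vary together. Among random splits of the real arrays camera called a median of 6 lists.

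The alternatives were no background correction, normexp with an offset of 50 without detection p-values, the authors' log2 values, cyclic loess, median scaling, no filter, a filter at a detection p under 0.01 on at least 6 arrays, the stratum or the replicate number as a block, array quality weights, a trended and robust prior, each array left out in turn, thresholds of 0.01 and 0.001, and for the lists an estimated correlation, fry, Fisher's exact test of the called members and the mean of a gene's probes. The authors' values without a filter were added after the data had been seen. Table S2 gives 40 downregulated genes, all held here, while its upregulated part is held with 243 of the 244 genes that the paper states, so no overlap was tested on that part.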

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

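The tests of a smaller share of cardiomyocytes for the vessel genes and of the normalization for the fatty acid genes, and the splits with 3 females and 3 males in each group, were chosen only after the results were seen.

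Cell cycle genes were among the groups that rose most. Of 21 tested cell cycle genes 14 were higher and 0 lower in AAV-VEGF-B hearts (limma; 17 and 0 at an unadjusted p under 0.05, and 17 higher adjusted over the list alone), with a median log2 change of 0.55 (camera, adjusted p = 1.7e-15, and 0.012 with an estimated correlation). Cdk1 was above background in all 6 AAV-VEGF-B hearts and in 1 of 6 AAV-HSA hearts, and the mitotic spindle gene Aspm, above background in 0 AAV-HSA hearts, was at least 1.08-fold higher; the replication helicase gene Mcm6 rose by 0.60 (SE 0.09). The median change was 0.51 in females and 0.55 in males. Of these 21 genes 11 are in the upper part of the study's Table S2, genes upregulated in both models, and the paper's text names Ccnd1, in transgenic hearts. Ccnd1 is also in the angiogenesis list.

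Genes of the unfolded protein response and secretory pathway rose as well, 14 of 23 with 0 lower (limma; 19 and 0 at an unadjusted p under 0.05, and 19 higher adjusted over the list alone; camera, adjusted p = 3.9e-14, and 0.012 with an estimated correlation). They included the chaperone Hspa5 (log2 change 0.60, SE 0.09), the secreted factor Manf (0.75, SE 0.10), Sdf2l1 (0.82, SE 0.14) and Dnajc3 (0.69, SE 0.12), while the stress transcription factor genes Ddit3 and Atf4 changed by 0.06 and 0.11 without passing. Both vectors encode secreted proteins. The median change was 0.48 in females and 0.23 in males, a difference that was not tested for the list.

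Of 19 interferon response genes 3 were higher and 0 lower, Ifit1 (log2 change 1.05, SE 0.21), Cmpk2 (0.74, SE 0.13) and Nmi (0.66, SE 0.14), with 7 and 0 at an unadjusted p under 0.05, 6 higher adjusted over the list alone, 6 higher with median scaling (13 at an unadjusted p under 0.05), and camera's adjusted p = 1.6e-05 but 0.12 with an estimated correlation. Of 17 macrophage and leukocyte markers 3 were higher and 0 lower, Cd48 (0.58, SE 0.08), Aif1 (0.52, SE 0.13) and Ctss (0.48, SE 0.13), with 6 and 1 at an unadjusted p under 0.05, 5 higher adjusted over the list alone, 5 higher with median scaling (7 at an unadjusted p under 0.05), and camera's adjusted p = 0.0057 but 0.26 with an estimated correlation; the calls of Aif1 and Ctss were lost without AAV-VEGF-B replicate 1 (adjusted p = 0.067 and 0.10), AAV-VEGF-B replicate 3 (0.057 and 0.086) or AAV-HSA replicate 2 (0.062 and 0.089), 3 (0.054 and 0.071), 4 (0.053 and 0.081) or 6 (0.064 and 0.089), and that of Ctss also without AAV-HSA replicate 1 (0.052) or AAV-VEGF-B replicate 2 (0.074) or 4 (0.079). The median change of the macrophage and leukocyte markers was 0.40 in females, where 4 were called higher by limma. In males it was 0.06, where 1 was called higher, a difference that was not tested for the list. The study's counts of CD45-positive and ED-1-positive cells, which rest on staining of protein and not on RNA, did not differ between the vectors. The TCA cycle list was lower by camera (adjusted p = 0.019, but 0.12 with an estimated correlation) with 0 of 17 members called by limma (4 lower and 0 higher at an unadjusted p under 0.05, and 0 adjusted over the list alone), and so was the respiratory chain and ATP synthase list (0.0032, but 0.26 with an estimated correlation) with 0 of 38 (5 lower and 0 higher, and 0 adjusted over the list alone); their medians were -0.08 and -0.07, and 0.00 for both with median scaling.

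Among 200 groups of 6 hearts, 11 held a heart whose gap to the nearest other, as a share of the group's range, was above Dixon's critical value; chance gives about 1 in 20. In AAV-HSA hearts these were Vegfb (0.634, replicate 2 highest), Nppb (0.661, replicate 5 lowest), Nes (0.628, replicate 2 lowest), Ahsp (0.849, replicate 1 highest), Cdk1 (0.793, replicate 4 highest), Ifit1 (0.840, replicate 1 highest), Mcam (0.703, replicate 1 highest), Sdf2l1 (0.650, replicate 6 lowest) and Cmpk2 (0.641, replicate 3 lowest). In AAV-VEGF-B hearts they were Prkaa2 (0.658, replicate 2 lowest) and Plcg1 (0.712, replicate 5 lowest). No named gene separated the vectors one way in the females and the opposite way in the males (0 of 98).

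Chance as the source of the 535 called probes can be excluded: of 100 splits of the 12 arrays into 6 and 6, drawn at random from all such splits, 1 gave as many, the real one, and the highest other gave 42. The real split alone also gave as large an absolute mean change of the angiogenesis list (1 of 100, 0.350 against 0.291 in the highest other split), the actin list (1 of 100, 0.233 against 0.168), the calcium list (1 of 100, 0.102 against 0.0841) and the fatty acid degradation list (1 of 100, 0.205 against 0.149). The paper reported these themes in part from these hearts, so the splits do not exclude chance for lists chosen by theme. As many lists called by camera were given by 2 of 100 splits, a share under 0.05. The highest other split called more than the real one (16 against 15), so chance is left open for this number. The other splits called a median of 6 lists, so a camera call with the preset correlation is weak evidence by itself. These splits ignored sex and duration, which the real groups balance. Among 100 drawn from the 200 splits with 3 females and 3 males in each group, chance is excluded again for the called probes (1 of 100, 535 against 3). The real split alone again gave as large a mean change, with the same limit of the chosen themes, for the angiogenesis list (1 of 100, 0.350 against 0.264), the actin list (1 of 100, 0.233 against 0.175), the calcium list (1 of 100, 0.102 against 0.0790) and the fatty acid degradation list (1 of 100, 0.205 against 0.161). For the number of lists called another split gave as many (2 of 100, 15 against 15, with a median of 4 in the other splits), so chance is left open there too. For the mean change of the Notch list the share depends on the splits. It was 6 of 100 among all splits (0.193 against 0.210) and 3 of 100 among the balanced ones (0.193 against 0.2025). The balanced splits were drawn after the first count was known, so chance is left open for the Notch list. Chance cannot be excluded for the 542 probes at an unadjusted p under 0.05 in the test between the strata (33 of 100 splits of the strata within vectors, with 1227 in the highest other). In females the real split gave 341 probes and in males 81, against 0 in the highest other of 10 splits for each (1 of 10), which are too few for a share under 0.05.

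The first pattern weighed was the rise of angiogenesis genes. A smaller share of cardiomyocytes in the tissue would raise the markers of every other cell type alike; the median of the smooth muscle and pericyte markers did rise as that of the endothelial markers, by 0.42 (SE 0.08 over hearts) against 0.43 (SE 0.06), and that of the macrophage and leukocyte markers by 0.22 (SE 0.08), but the endothelial median rose by 0.38 more (SE 0.09) than that of the fibroblast markers, at 0.05 (SE 0.07), which argues against such a share as the whole cause. A larger share of endothelial cells remains open and may account for the pattern: the 35 angiogenesis genes that are not endothelial markers had a median change of 0.40 (SE 0.05), which differs by -0.035 (SE 0.035) from that of the endothelial markers. These 35 include endothelial genes such as Nos3 and Notch4, so a like change could arise either way and the comparison cannot decide. In AAV-VEGF-B hearts the paper reports capillaries of larger size, no significant change in capillaries per cardiomyocyte, and more coronary arteries. More transcript per endothelial cell cannot be separated from more such cells in RNA of whole ventricles and was not tested. Of the 17 endothelial markers 6, and of the 42 angiogenesis genes 16, are in the upper part of Table S2.

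The second pattern was the fall of fatty acid degradation genes. A smaller share of cardiomyocytes would lower their markers as much, but the markers' median over hearts lay 0.17 (SE 0.04) above that of the fatty acid genes, and 0.18 (SE 0.04) above it for the 13 markers within the level range of the fatty acid genes, which argues against that explanation. Relative to all genes the fall was -0.19 (SE 0.03) with the values used here, -0.20 (SE 0.04) with median scaling and -0.164 (SE 0.024) where it was smallest among the 6 normalizations. Taking off the median of all genes cancels a shift of whole arrays, so these values cannot test such a shift. They argue only against an effect of the normalization that differs between signal levels as the whole cause of this relative fall. With median scaling the TCA cycle (-0.11), respiratory chain (-0.11) and glycolysis (-0.10) lists also lay below all genes. The cardiomyocyte markers lay less far below (-0.05) and the ribosomal protein genes did not (0.01). For the level itself the normalization stays open as a cause, on the ground of median scaling alone. The median change was -0.19 (SE 0.03) with the values used here, and -0.165 (SE 0.024) where it was smallest among the normalizations other than median scaling. With median scaling it was -0.073 (SE 0.077). Median scaling moved the median of all genes from -0.016 to 0.11 and left 0 of the 37 lower by limma (3 at an unadjusted p under 0.05). It aligned the medians of all 22517 probes, of which 39.2% to 43.5% were above background on an array. The level it set therefore rests on signals near background. In which cells these transcripts were lower was not tested, and sex and duration of expression were not separated.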

How the results depend on the processing

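The authors' values without a filter were chosen only after the data were seen. No result changed its direction while called. At an adjusted p under 0.05, 48 of the 73 called named genes kept the call under each of the 25 alternative fits that tested them (24 for Ifit1, Gzmc and Aspm, which the strict filter left out) and 25 lost it under at least 1; of the 25 not called, 5 passed under at least 1. Stricter thresholds were not part of these counts. The lists of angiogenesis, endothelial markers, actin binding and fatty acid degradation kept their calls at 0.05 under all 28 alternatives for lists (highest adjusted p 0.012, 0.012, 0.028 and 0.027). The chip as a block was not run, since the files give no chip. Apart from fewer arrays and stricter thresholds, the cause of a difference was not tested. Probes higher (429) numbered 872 with median scaling, 200 at an adjusted p under 0.01 and 70 at 0.001, and 325 to 416 with 1 array left out. Probes lower (106) numbered 175 without background correction, 179 with the authors' values, 15 with median scaling, 180 with the stratum as a block, 169 with a trended and robust prior, 17 at 0.01 and 2 at 0.001, and 50 to 116 with 1 array left out. Median scaling moved the median change of all genes to 0.11 from -0.02, and the share of higher calls to 98.3% from 80.2%. The probes changed in females after 2 months (341) numbered 715 with median scaling and 82 to 309 with 1 array left out: 82 without AAV-VEGF-B replicate 1, 181 without AAV-VEGF-B replicate 5, 209 without AAV-HSA replicate 2 and 117 without AAV-HSA replicate 6. The probes changed in males after 4 months (81) numbered 136 without background correction, 130 with normexp without detection p-values, 136 with the authors' values, 149 with these and no filter, 131 with median scaling, 125 with the strict filter, 165 with a trended and robust prior, and 7 to 78 with 1 array left out: 7, 35 and 33 without AAV-HSA replicate 3, 1 and 5, and 41, 9 and 26 without AAV-VEGF-B replicate 2, 4 and 6. The test between the strata gave 0 throughout (limma; 430 to 1161 at an unadjusted p under 0.05). Of the genes of Table S2, 22 were lower, against 37 without background correction, 37 with the authors' values with or without the filter, 34 with a trended and robust prior, 2 with median scaling and 11 to 19 with 1 array left out. Of the 4 genes of Fig 5B, 2 were called, against 1 without the filter, 4 at an unadjusted p under 0.05 by the methods' t-test, which the methods name for comparisons other than the arrays, and 0 to 3 with 1 array left out: 0 without AAV-HSA replicate 3, and 1 without AAV-HSA replicate 1, 5 or 6 or AAV-VEGF-B replicate 1, 4 or 5. Of the 25 lists 15 were called, against 7 with an estimated correlation and 9 by Fisher's exact test. The Notch list had an adjusted p of 0.12 with an estimated correlation and 0.16 by Fisher's exact test, over a range of 0.00016 to 0.16. The calcium list (range 2.6e-05 to 0.14) had 0.065 with an estimated correlation, 0.14 with median scaling, 0.052 with the stratum as a block and 0.025 to 0.055 with 1 array left out, and the uptake and storage list (0.0033 to 0.12) had 0.12 with an estimated correlation. The replicate numbers do not pair the samples: deviations from the group means of hearts with the same number correlated at -0.19 to -0.05, 0 of 6 pairs above 0.1, and 0 hearts correlated best with their own number. Each number joins a female of one vector with a male of the other, so these negative values also hold the difference between the strata. Taken from the means within the strata, the correlations were -0.065 to 0.050. With the number alone as a block, the difference between the strata therefore enters the error of the vector comparison. With the replicate number as a block, 300 probes were higher and 42 lower, 9 genes of Table S2 were lower and the calcium list had an adjusted p of 0.056; with the stratum as well, 428 were higher and 100 lower, and 12 genes of Table S2 were lower. Low signal over background limits the dim genes: 25 probes were called higher with no AAV-HSA array above background and 6 lower with no AAV-VEGF-B array above it.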

Differences from the paper's values

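The authors' values without a filter were tried only after the data were seen. Genes lower in AAV-VEGF-B hearts numbered 82 here, at the adjusted p under 0.05 that the paper states, against about 130 in Fig. 7A of the paper, read by eye as the sum of 2 parts of its diagram. The 82 are named genes, while 106 probes were lower. Of the 535 probes called in either direction 87 carried no gene symbol here and are not counted, so the unit counted may add to the difference. Among the alternatives set before the data were examined, the difference was under 1.5-fold without background correction (142), with normexp without detection p-values (118), with the authors' values (144), with the strict filter (108), with the stratum as a block (133) and with a trended and robust prior (132). It was not with cyclic loess (66), median scaling (13), no filter (77), the replicate number as a block (34, or 77 with the stratum as well), array quality weights (81) or any array left out (42 to 83). The authors' values without a filter, chosen after seeing the data, gave 124. The paper's filter and background correction are not stated in its text. The authors' log2 values lay within 0.005 of quantile normalized signals without background correction, a step that the main values here include.

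Of the 40 genes that the paper states as downregulated in both models, 22 were lower here among 39 matched, and 38 had a change below 0 at an unadjusted p under 0.05. Without background correction and with the authors' values 37 were lower, with a trended and robust prior 34, and with the strict filter or the stratum as a block 28 each, within 1.5-fold of the paper's number, as was normexp without detection p-values (32). Cyclic loess (19), median scaling (2), no filter (21), the replicate number as a block (9, or 12 with the stratum as well), array quality weights (20) and every array left out (11 to 19) were not. The authors' values without a filter, chosen after seeing the data, also gave 37, leaving 2 of the 39 matched genes uncalled.

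The paper marks Dll4, Notch4 and Notch1 as increased in AAV-VEGF-B hearts (Fig. 5B) and Jag1 as not differing. The legend names Student's t-test but not how the RNA was measured. On the arrays Dll4 had a log2 change of 0.49 and an adjusted p of 0.071 by limma, which falls under 0.05 with median scaling (0.016), with the replicate number and the stratum as blocks (0.028), without AAV-VEGF-B replicate 2 (0.022) and without AAV-HSA replicate 4 (0.031), and the methods' t-test at an unadjusted p under 0.05 calls it, but calls Jag1 too, against the figure. By limma Notch4 and Notch1 were called and Jag1 was not. The paper gives the Notch pathway and calcium transport as upregulated in both models, and camera called both lists but neither with an estimated correlation (adjusted p = 0.12 and 0.065), while 3 and 10 of their genes were higher and 0 lower.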

Other observations

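The comparison between the strata and the look at Rpl30 were chosen only after the results were seen. Over all 12 hearts markers of pathological hypertrophy did not pass the test as genes (0 of 10 by limma, 0 at an unadjusted p under 0.05, and 0 adjusted over the list alone). Nor did they pass as a list (camera, adjusted p = 0.066, and 0.50 with an estimated correlation), although the list's median log2 change was 0.38. In females alone 1 of the 10 was called higher by limma, with a list median of 0.79. In males 0 were called, with a median of 0.03, a difference that was not tested for the list. Atrial natriuretic peptide, Nppa, changed by 1.10 with a wide error (SE 0.78, adjusted p = 0.46): by 2.05 in females and by 0.14 in males, a difference that did not pass the interaction test (adjusted p = 0.94). In the 3 females given AAV-VEGF-B its log2 signal lay between 12.68 and 13.95, and in the 3 AAV-HSA females between 10.49 and 11.68. The list was called under 11 of 28 alternatives (adjusted p from 0.0074 to 1). Brain natriuretic peptide, Nppb, changed by 0.53 (SE 0.27, adjusted p = 0.30), skeletal actin Acta1 by 0.47 (SE 0.47), and the myosin heavy chain genes Myh6 and Myh7 by -0.01 (0.06 with median scaling) and 0.13. The transcription factor genes that the paper followed in other hearts did not pass either: Gata4 changed by -0.23, Nkx2-5 by -0.25, Cited4 by -0.09 (0.08 with median scaling) and Cebpb by 0.32. Of the genes that the paper reports for transgenic hearts, Pdk4 changed by -0.65 (SE 0.21, adjusted p = 0.086, and 0.042 with the stratum as a block), Ppargc1a by -0.30 (adjusted p = 0.27), Prkaa2 by -0.24 (adjusted p = 0.27), Slc2a4 by -0.19 (adjusted p = 0.23), Cycs by -0.06, Ldha by -0.08 (0.04 with median scaling) and Ldhb by 0.06. For transgenic hearts the paper reports similar PGC-1α and cytochrome c protein, no change in PDK4 and reduced phosphorylation of AMPK. Protein and phosphorylation are other measures than the RNA of AAV hearts given here.

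Glycolysis and glycogen breakdown, whose intermediates the paper reports as increased in transgenic hearts, had 1 of 30 genes higher, the phosphoglucomutase Pgm2 (log2 change 0.47, SE 0.08), and 0 lower by limma (4 lower at an unadjusted p under 0.05, and 1 higher and 0 lower adjusted over the list alone). The list was lower as a group by camera (adjusted p = 0.017, but 0.065 with an estimated correlation), with a median change of -0.11, or 0.01 with median scaling. Branched-chain amino acid degradation (0 of 11 called, median -0.07 but 0.07 with median scaling, adjusted p = 0.21), atrial genes (0 of 6, median 0.30, adjusted p = 0.17), adipocyte markers (0 of 4, adjusted p = 0.66) and red blood cell genes (0 of 4, adjusted p = 0.92) were not called, with 1, 1, 1 and 0 of their genes at an unadjusted p under 0.05 and 0, 0, 1 and 0 called when adjusted over the list alone; with median scaling 1 atrial gene and 1 adipocyte marker were higher. The erythroid chaperone gene Ahsp rose by 1.15 (SE 0.29, adjusted p = 0.030), and the call was lost in 8 of the 12 fits that left out 1 array (adjusted p up to 0.067). The list medians and means differ in sign for fatty acid synthesis (-0.14 and 0.03), for calcium handling (-0.004 and 0.10) and for red blood cell genes (0.01 and -0.03).

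Of 45 cytosolic ribosomal protein genes 1, Rpl3, was higher (log2 change 0.39, SE 0.09, adjusted p = 0.021) and 0 lower by limma (1 lower at an unadjusted p under 0.05, and 1 higher and 0 lower adjusted over the list alone), and the list was not called (adjusted p = 0.26). Rpl30, singled out after its values were seen, fell into 2 levels: in 8 hearts its log2 signal lay between 10.92 and 12.39, and in 4 hearts, AAV-HSA replicates 4, 5 and 6 and AAV-VEGF-B replicate 4, between 5.20 and 6.16, with detection p from 0.0085 to 0.37. Both levels occur in females and males and under both vectors, so its log2 difference of 2.27 between the vectors (SE 1.33, adjusted p = 0.36) does not describe the vectors.

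The first principal component of the 12 arrays, with 22.6% of the variance, separated the vectors, and the next, with 16.5%, separated females after 2 months from males after 4 months. Between these strata, with the vector as a block, 46 probes were higher and 61 lower in the males by limma at an adjusted p under 0.05, a comparison chosen after the data had been seen.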
